# Single-cell transcriptomic analysis of vascular endothelial cells in zebrafish embryos

**DOI:** 10.1038/s41598-022-17127-w

**Published:** 2022-07-29

**Authors:** Suman Gurung, Nicole K. Restrepo, Brendan Chestnut, Laurita Klimkaite, Saulius Sumanas

**Keywords:** Angiogenesis, Developmental biology, Zebrafish

## Abstract

Vascular endothelial cells exhibit substantial phenotypic and transcriptional heterogeneity which is established during early embryogenesis. However, the molecular mechanisms involved in establishing endothelial cell diversity are still not well understood. Zebrafish has emerged as an advantageous model to study vascular development. Despite its importance, the single-cell transcriptomic profile of vascular endothelial cells during zebrafish development is still missing. To address this, we applied single-cell RNA-sequencing (scRNA-seq) of vascular endothelial cells isolated from zebrafish embryos at the 24 hpf stage. Six distinct clusters or subclusters related to vascular endothelial cells were identified which include arterial, two venous, cranial, endocardial and endothelial progenitor cell subtypes. Furthermore, we validated our findings by characterizing novel markers for arterial, venous, and endocardial cells. We experimentally confirmed the presence of two transcriptionally different venous cell subtypes, demonstrating heterogeneity among venous endothelial cells at this early developmental stage. This dataset will be a valuable resource for future functional characterization of vascular endothelial cells and interrogation of molecular mechanisms involved in the establishment of their heterogeneity and cell-fate decisions.

## Introduction

Vascular endothelial cells in different vascular beds exhibit considerable heterogeneity. This endothelial cell diversity is established during early embryogenesis when vascular endothelial cells are specified from mesodermal progenitors and differentiate into arterial, venous, capillary, lymphatic, endocardial, hemogenic and other subtypes of endothelial cells^1^. Despite advances in our understanding of mechanisms that govern vascular development, the extent of vascular heterogeneity and molecular mechanisms involved in its establishment are still poorly understood.

Because it is technically challenging to study embryonic vascular development in mammalian embryos, the zebrafish has emerged as an advantageous model to study early vascular development. Transparent zebrafish embryos develop externally and allow researchers to study spatiotemporal events in vivo and in real time. Furthermore, the signaling pathways and transcriptional programs that regulate early vascular development are highly conserved between zebrafish and other vertebrates^2^.

The advent of large-scale single cell RNA-sequencing (scRNA-Seq) in recent years has enabled robust access to the transcriptomic profile of single cells. Detailed analysis of scRNA-Seq data has revealed similarities and differences between different cell types and allowed researchers to carry out analysis of complexity and heterogeneity existing in the biological systems^3,4^. Numerous studies involving single-cell studies in health and disease have identified new endothelial cell subtypes and functions^5–10^. Several scRNA-Seq studies using zebrafish embryos have revealed cellular heterogeneity and developmental trajectory during tissue and organ development in zebrafish^11^. In addition, a single cell transcriptomic atlas of day one to five zebrafish embryos has been generated recently^12^. However, the transcriptional profile of zebrafish vascular endothelial cells, which might provide insights into vascular endothelial cell heterogeneity and cell fate decision process during zebrafish development, is still missing.

Kinase insert domain receptor like *(Kdrl),* also termed as *flk1*, is strongly expressed in developing endothelial precursors and differentiated vascular endothelial cells in zebrafish embryos^13^. We have previously generated *Tg(kdrl:mCherry)* transgenic line which faithfully recapitulates endothelial *kdrl* expression in zebrafish embryos^14^. Etv2/Etsrp, an ETS transcription factor, is one of the earliest markers of vascular progenitor cells in multiple vertebrates including zebrafish^15–17^. We have previously generated *etv2*^*ci32Gt*^ gene trap line which has an insertion of the Gal4 transcriptional activator within the *etv2* genomic locus. Furthermore, *etv2*^*ci32Gt*+*/−*^*; UAS:GFP* embryos are phenotypically normal and faithfully recapitulate GFP expression in vascular endothelial, myeloid and red blood cells^18^.

Here, we performed scRNA-seq using a combination of *Tg(kdrl:mCherry)* and *etv2*^*ci32Gt*^*;UAS:GFP* reporter lines to generate transcriptomic profile of vascular endothelial cells isolated from zebrafish embryos at 24 hpf (hours post fertilization) stage, when blood circulation is first initiated. We identified transcriptional profile of 6 different subtypes of vascular endothelial cells, which include vascular progenitor, arterial, two different venous, endocardial, and mixed arteriovenous subtypes. We validated our findings by characterizing novel markers for arterial, venous, and endocardial cells. We experimentally confirmed the presence of two transcriptionally different venous cell subtypes, demonstrating unexpected heterogeneity among venous endothelial cells at this early developmental stage. This data provides a valuable resource for future functional characterization of vascular endothelial cells and interrogation of molecular mechanisms involved in the establishment of their heterogeneity.

## Results

To obtain a single-cell transcriptional profile of vascular endothelial cells, we crossed the previously established *Tg(kdrl:mCherry)* and *etv2*^*ci32Gt*^*; UAS:GFP* lines^14,18^. GFP and mCherry positive embryos were collected at 24 hpf. Because the *etv2*^*ci32Gt*^*; UAS:GFP* line labels vascular endothelial and some other cell types, such as blood, we decided to collect two different cell populations to help with subsequent annotation and line characterization. Thus, GFP + mCherry + and GFP + mCherry- cell populations were isolated by FACS (fluorescent activated cell sorting) and subjected to single-cell RNA-seq analysis using the Chromium Controller (10 × Genomics) followed by the next-generation sequencing (Fig. 1A). 

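Each of the 2 sorted populations gave 1 library, made from dissociated whole embryos at 24 hpf with 10x Genomics 3' v3 chemistry, so neither population has a replicate. No test between cells was run for this reason, and every interval given beside a value is a 95% interval that covers counting error only. The GFP+mCherry+ library held 6390 barcodes with 99519622 UMIs (median 13768 per barcode), and the GFP+mCherry- library held 6990 barcodes with 140883285 UMIs (median 15434 per barcode). The authors mapped the reads to the zebrafish genome (zv11 in the Methods, GRCz11 in the submitters' processing notes) with Cell Ranger 3.0.2 and deposited filtered matrices of UMI counts, which are not normalized and hold all called cells. The feature list includes eGFP and GAL4 but not mCherry. From these counts, cells were kept with the paper's limits on counts, genes and mitochondrial share, and both libraries were pooled. Counts were scaled to log2 of CPM plus 1, where CPM stands for UMIs scaled to the same total in every cell or class, and 3000 variable genes, 30 principal components and 20 nearest neighbours were used for Leiden clustering at the lowest resolution that gave at least 17 clusters. Mitochondrial genes, eGFP, GAL4, *gata5*, *nfatc1* and the genes of the fixed reported lists and of Tables S5 and S7 were left out of the variable genes, so that none of these defined a cluster. Clusters were named "-like" from marker lists fixed beforehand, whose other genes could be variable genes. Values for a class are summed UMIs as CPM with exact Poisson intervals. A ratio divides the CPM of a class by that of all other kept cells of the same library, unless other cells are named, and its interval comes from the exact binomial distribution of the UMIs. Shares of cells carry exact Clopper-Pearson intervals. A gene was counted as higher at a ratio of at least 1.5 and as lower at a ratio of at most 0.67. Genome positions are not given, since no annotation of this build was used here.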

After filtering, transcriptomes of 5275 and 5543 cells were obtained from GFP + mCherry + and GFP + mCherry- cell populations, respectively. 

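With the paper's limits of 477 to 61000 counts and 96 to 5456 genes per cell and at most 10% mitochondrial counts, 5732 GFP+mCherry+ and 6142 GFP+mCherry- cells were kept. Both numbers are above those that the paper gives, and the cause of this difference was not tested. The kept cells had medians of 14528 and 17722 UMIs and of 3085 and 2929 genes, respectively. The populations differed in blood content, since *hbbe1.1*, an embryonic beta globin, stood at 2795 CPM in the GFP+mCherry+ cells and at 28611 CPM in the GFP+mCherry- cells. Among the GFP+mCherry+ barcodes, 464 were over the mitochondrial limit, 160 over the limit on genes and 64 over the limit on counts. Among the GFP+mCherry- barcodes, these numbers were 654, 71 and 174. No barcode in either library lay below a lower limit.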

Transcriptomes from both cell populations were pooled for further analysis. Unbiased graph-based clustering was performed using the Partek flow analysis package, and 17 distinct clusters were identified and visualized using Uniform Manifold Approximation and Projection (UMAP) approach (Fig. 1B,C). 

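Clustering of the deposited counts gave 17 clusters of 163 to 2440 cells. Endothelial-like cells made up 5 of them, with 4672 cells: 1 arterial-like cluster of 1212 cells, 2 venous-1-like clusters of 571 and 531 cells, 1 venous-2-like cluster of 967 cells and 1 VE-other-like cluster of 1391 cells. Endothelial-like cells accounted for 76.8% of the kept GFP+mCherry+ cells and 4.40% of the kept GFP+mCherry- cells. The VE-other-like cluster was shallow, with a median of 2465 UMIs per cell, against 15958 in the arterial-like, 18518 in the venous-1-like and 17548 in the venous-2-like cells. The names come from lists of which some were taken from Table S1 and so from these same libraries, and they serve only to match clusters to those of the paper.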

We then assigned cell identities to these clusters based on previously known marker genes which were significantly enriched in each cluster and showed specific gene expression patterns (Fig. 1B–F, Fig. S1 and Tables S1, S2). This revealed major cellular subtypes including five vascular endothelial, three red blood cell (RBC), sclerotome, two neural, macrophage, endothelial progenitor cell (EPC), epidermis, neutrophil, and myocytes. 

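Outside the endothelium, the largest class was red blood cell-like, a single cluster of 2440 cells. It was followed by neural-like cells (1759 cells in 2 clusters), sclerotome-like cells (881 in 2 clusters), epidermis-like cells (485 in 2 clusters), macrophage-like cells (399), neutrophil-like cells (223) and skeletal muscle-like cells (163). The remaining 852 cells, in 2 clusters, stayed unnamed. No cluster was named EPC-like. The cluster with the most genes of the paper's EPC list was a sclerotome-like one of 502 cells, with *pax9* and *twist1b*, transcription factors of sclerotome and early mesoderm, among its leading genes. Scrublet, which scores cells for resemblance to simulated doublets, marked only 4 GFP+mCherry+ and 13 GFP+mCherry- cells, too few to have worked at this number of cells, so no doublet was removed.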

Vascular endothelial cells were mostly GFP + mCherry +, while RBC and macrophage clusters were largely GFP + mCherry− (Fig. 1E). This is consistent with known *etv2* reporter expression in both endothelial and blood cells^18^, while *kdrl:mCherry* expression is largely restricted to vascular endothelial cells^14^.

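Cells of the GFP+mCherry+ library made up 94.2% (93.5 to 94.9%) of the 4672 endothelial-like cells. By class, the share was 99.7% in arterial-like cells, 94.2% (92.6 to 95.5%) in venous-1-like cells, 90.4% (88.4 to 92.2%) in venous-2-like cells and 92.2% (90.6 to 93.5%) in VE-other-like cells. In contrast, it was 7.17% (6.18 to 8.27%) among the 2440 red blood cell-like cells and 2.51% (1.21 to 4.56%) among the 399 macrophage-like cells. With 2000 variable genes the macrophage-like share was 4.63%. Of 223 neutrophil-like cells, 74.4% (68.2 to 80.0%) came from the GFP+mCherry+ library, but with at least 25 clusters this share was 47.6% of 103 neutrophil-like cells. A separate unnamed cluster, with 120 cells of the neutrophil-like class, then held 123 GFP+mCherry+ and 3 GFP+mCherry- cells. Skeletal muscle-like (23.9%), epidermis-like (23.1%) and sclerotome-like (17.9%) cells lay below the endothelial-like classes. The neural-like share of 35.6% joined a cluster with 24.7% at a median of 959 UMIs and a cluster with 59.8% at a median of 13759 UMIs. The gate on mCherry and the number of cells loaded per library set these shares, so they describe the sort rather than the embryo.

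**Figure D1:**
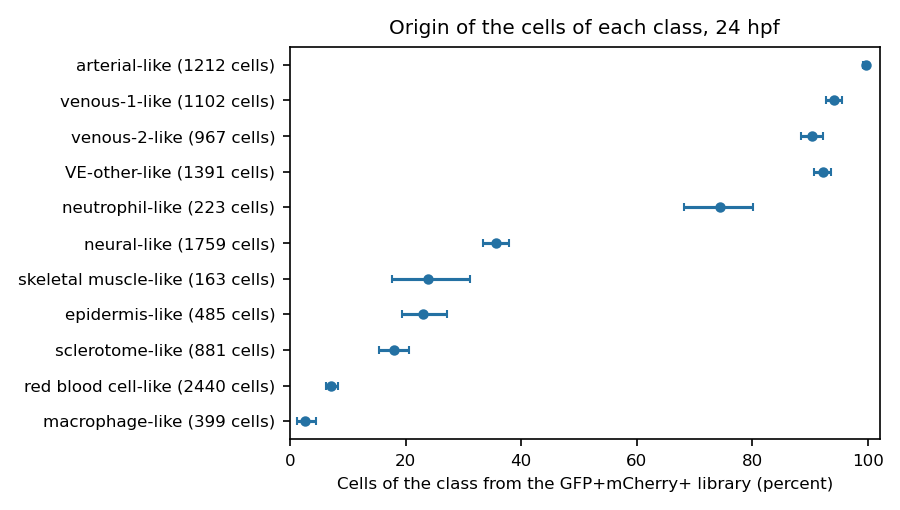
Share of the cells of each class that came from the GFP+mCherry+ library, in percent, with exact 95% intervals as bars and the number of cells beside each name. The 4 endothelial-like classes lie above 90%, neutrophil-like cells at 74.4% (47.6% with at least 25 clusters), and red blood cell-like and macrophage-like cells below 10%.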

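Transcripts of the reporters and of the genes behind them differed between the populations. *kdrl* (ENSDARG00000105215), a VEGF receptor gene whose promoter drives mCherry in this line, stood at 1277 CPM (1270 to 1285) in GFP+mCherry+ cells and 18.3 CPM (17.6 to 19.1) in GFP+mCherry- cells, a ratio of 69.7 (66.9 to 72.7). *etv2* (ENSDARG00000053868), a transcription factor at the top of the endothelial and blood program, differed less, with 362 and 86.8 CPM and a ratio of 4.17 (4.08 to 4.26). eGFP stood at 17499 CPM in GFP+mCherry+ and 1100 CPM in GFP+mCherry- cells, a ratio of 15.9 (15.8 to 16.0) although both populations were sorted as GFP+, and GAL4, which activates it, at 21.0 and 5.41 CPM. The paper sets the makeup of the clusters in Fig. 1E beside what is known of both reporters, with that of *etv2* active in endothelial and blood cells and kdrl:mCherry mostly in the endothelium.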

**Figure 1:**
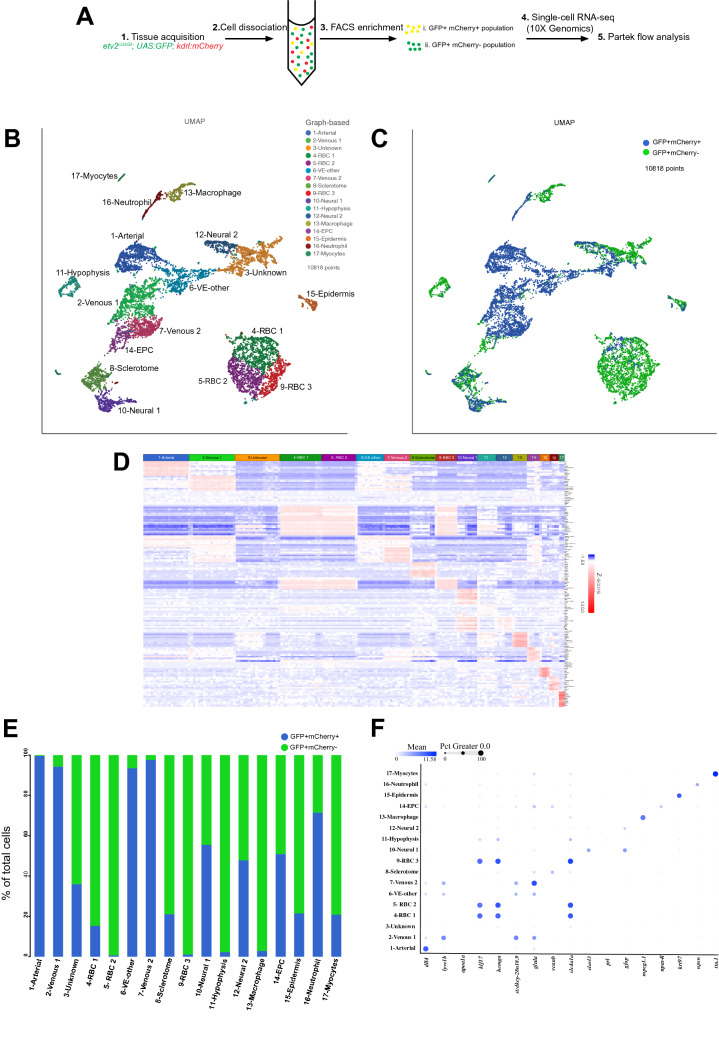
The scRNA-seq analysis of *etv2*^*ci32Gt*^*; UAS:GFP*; *kdrl:mCherry* embryos at the 24 hpf stage. (**A**) Schematics of the experimental design for scRNA-seq. (**B**) UMAP plot of 10,818 cells with 17 distinct clusters. Classifications were based on previously known marker genes which were significantly enriched in each cluster. RBC, red blood cells; VE, vascular endothelial; EPC, endothelial progenitor cells. (**C**) UMAP plot showing the distribution of GFP + mCherry + and GFP + mCherry- cells. (**D**) A heatmap showing expression of top marker genes in different clusters. Enlarged heatmap and gene list is shown in Fig. S1. (**E**) Fraction of GFP + mCherry + and GFP + mCherry- cells within each cluster. (**F**) A dot plot showing the expression of selected marker genes in different clusters.

Five distinct clusters related to vascular endothelial cells including vascular progenitor, arterial, two different venous, and mixed arteriovenous subtypes were obtained, underscoring the heterogeneity of vascular endothelial cells. 

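The endothelial-like classes differed in opposite directions for arterial and venous genes. *dll4*, an arterial Notch ligand, stood at 638 CPM in arterial-like cells and at 39.1, 36.6 and 109 CPM in venous-1-like, venous-2-like and VE-other-like cells. *lyve1b*, a hyaluronan receptor of veins and lymphatics, stood at 10.8 CPM in arterial-like cells, 353 in venous-1-like, 120 in venous-2-like and 187 in VE-other-like cells. *glula*, a glutamine synthetase, was highest in venous-2-like cells (1046 CPM), followed by venous-1-like (431), VE-other-like (343) and arterial-like cells (37.6). For these 3 genes the VE-other-like cells lay between the arterial-like cells and at least 1 venous-like class.

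**Figure D2:**
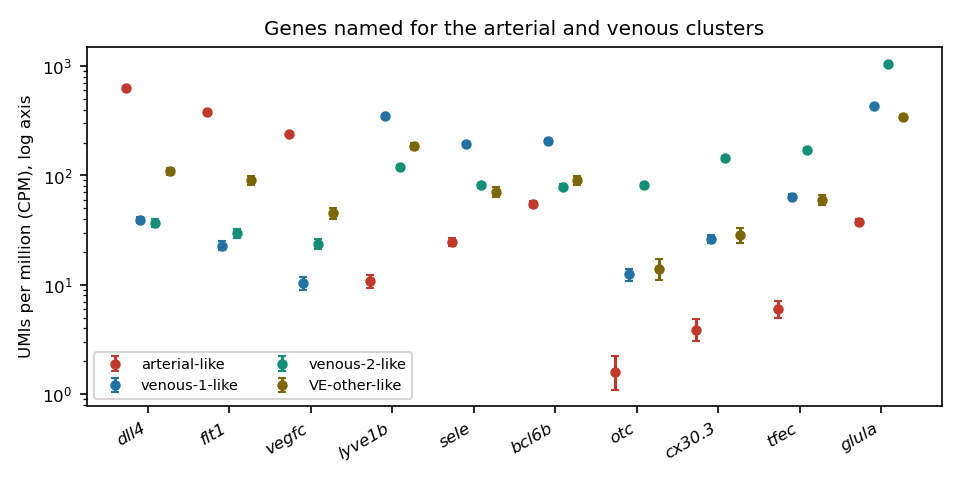
Levels of genes named by the paper for its arterial and venous clusters in the 4 endothelial-like classes of the GFP+mCherry+ library, as CPM of summed UMIs on a log axis with exact 95% Poisson intervals. *dll4*, *flt1* and *vegfc* are highest in arterial-like cells, *lyve1b*, *sele* and *bcl6b* in venous-1-like cells, and *otc*, *cx30.3*, *tfec* and *glula* in venous-2-like cells.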

We discuss these clusters in greater detail below.

### Identification of an arterial cluster

Top marker genes for cluster #1 included *dll4*, *dlc*, and *flt1*, which are known to be expressed in the arterial cells^19–21^ (Fig. 2A–E and Table S1). 

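All 8 genes that the paper names for its arterial cluster were higher in the 1208 arterial-like GFP+mCherry+ cells than in the 4524 other cells of that library, with a median ratio of 12.6. *dll4* was 16.2 times higher (15.6 to 16.9). *flt1*, a decoy VEGF receptor, was 16.0 times higher (15.2 to 16.9), and *dlc*, another Notch ligand, 14.4 times higher (13.7 to 15.3). The 8 genes were chosen by the study on these libraries, so their direction is not independent evidence.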

Many other known arterial markers, including *vegfc, aqp1a.1* and *hey2,* were also enriched in cluster #1^20,22,23^ (Fig. 2E and Table S1). In addition, cluster #1 also showed increased expression of unknown or previously uncharacterized genes. 

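*vegfc* (ENSDARG00000069640), the ligand of the VEGF receptor Flt4, stood at 238 CPM in arterial-like cells and at 15.3 CPM in the other GFP+mCherry+ cells, a ratio of 15.6 (14.5 to 16.7). *aqp1a.1*, a water channel, was the most abundant of the named genes, with 5484 against 559 CPM (ratio 9.82, 9.70 to 9.93). *hey2*, a transcription factor downstream of Notch, stood at 293 against 41.9 CPM, a ratio of 6.99 (6.69 to 7.32).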

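*esm1*, a secreted proteoglycan of sprouting vessels, stood at 458 CPM in arterial-like cells and 42.6 CPM in the other GFP+mCherry+ cells, and *notchl* at 99.2 and 29.8 CPM (ratio 3.33, 3.13 to 3.55). Among genes outside the fixed lists and the clustering genes, the 5 largest ratios in arterial-like cells were those of *si:ch211-191i18.2* (12.9), *igfbp7* (11.1), a secreted protein that binds insulin-like growth factors, *wnt11* (9.08), a noncanonical Wnt ligand, *sema7a* (8.91), a membrane-anchored semaphorin, and *myo1ca* (7.70), a class I myosin. Each had at least 100 UMIs in total and a UMI in at least 20% of the arterial-like cells.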

We hypothesized that many of these genes would be also expressed in arterial cells. Indeed, in situ hybridization (ISH) analysis of two selected previously uncharacterized genes, *esm1* and *notchl,* demonstrated their expression in the dorsal aorta and intersegmental vessels (ISV) (Fig. 2G,H and Table S1). *esm1* expression appeared enriched in the sprouting ISVs and was reduced in non-sprouting segments of the DA, suggesting further heterogeneity within the arterial population. In an attempt to gain insights into the biological processes represented by enriched genes in cluster #1, we performed Gene ontology (GO) and Pathway enrichment analysis. Top GO biological processes represented by gene set in cluster #1 included dorsal aorta morphogenesis, aorta morphogenesis, and dorsal aorta development (Fig. 2F and Table S3). Furthermore, pathway analysis revealed enrichment of Hedgehog signaling pathway, known to play an important role in arterial development^24^, including the regulation of size of the dorsal aorta^25^ (Table S4). 

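Genes of Notch signaling, which specifies arterial fate, were shifted upward as a group in arterial-like cells, with 11 of 17 measured members higher and 2 lower (median ratio 2.44). The higher members *dll4*, *dlc*, *hey2* and *notchl* were chosen by the paper as arterial markers on these libraries. Without them and *notch1b*, which the paper names for the endocardium, 6 of 12 were higher, *jag2b*, *jag1b*, *nrarpa*, *hey1*, *notch2* and *nrarpb*, and *jag1a* (0.152) and *lfng* were lower (median 1.59, percentile 99.99 among 10000 random lists matched on mean expression). Of 9 measured VEGF receptors and ligands, 5 were higher and 2 lower (median 2.00), but without *kdrl*, *flt1*, *flt4* and *vegfc*, which the paper names for its classes, 2 of 5 were higher and 1 lower (median 1.18, percentile 90.6), and 2 of 4 higher and none lower against other endothelial-like cells alone (median 1.74, percentile 98.99). *nrp1a*, a coreceptor for VEGF, was 2.77 times higher (2.62 to 2.93), and *vegfab* was lower (0.299, 0.156 to 0.529). Of 24 genes of TGF-beta and BMP signaling, 8 were higher and 2 lower (median 1.27, percentile 99.95), among them *acvrl1*, a BMP receptor needed for arterial maturation (2.14), and the inhibitory *smad6a* (2.50) and *smad6b* (2.23). Against other endothelial-like cells alone, 6 of 23 were higher and 2 lower (median 1.31), and *acvrl1* was not among the higher ones. The GO and pathway enrichment tests of the paper were not repeated, and the gene lists here were fixed before the data were examined.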

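Of 11 genes of Hedgehog signaling, 7 were higher and 1 lower in arterial-like cells, with a median ratio of 1.59 (percentile 99.98 among matched random lists). *ptch1*, a receptor that is itself a target of the pathway, was 1.72 times higher (1.33 to 2.20). *gli1*, the transcription factor most often used as a readout of the pathway, stood at 16.6 CPM in arterial-like cells and 6.55 CPM in the other GFP+mCherry+ cells, a ratio of 2.54 (2.20 to 2.93), and *sufu*, a negative regulator, was 1.66 times higher (1.50 to 1.84). Against other endothelial-like cells alone, 5 of 11 were higher and none was lower (median 1.40).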

Other enriched pathways included histamine H1 receptor signaling pathway, which is known to regulate arterial vasodilation^26^, as well as PI3 kinase, integrin signaling and EGF receptor signaling pathways (Table S4), which have been implicated in several steps of vascular development including angiogenesis^27^, vasculogenesis^28^ and arterial development^29,30^.

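Of 12 integrin genes, 7 were higher and 2 lower in arterial-like cells (median ratio 1.52, percentile 100). *itga9* (2.88, 2.71 to 3.05) and *itga5*, the alpha chain of a fibronectin receptor (2.18, 2.05 to 2.31), were among the higher ones, *itga1*, part of a collagen receptor, was lower (0.520, 0.467 to 0.577), and *itga3b* had no UMI in 1208 arterial-like cells against 94 UMIs in the other cells. Compared with other endothelial-like cells alone, 3 of 10 integrin genes were higher, *itga9*, *itga4* and *itga5*, and 1 was lower (median 1.37). Of 17 genes of insulin, IGF and PI3 kinase signaling, 4 were higher and 1 lower (median 1.09, percentile 93.8). These 4 included *igf1ra*, an IGF receptor (2.74), *foxo1a*, a transcription factor that the pathway keeps out of the nucleus (2.53), and *akt3b*, a kinase of the pathway (2.39), and the lower gene was *irs2b* (0.0921), an adaptor of the insulin receptor. Lysosome genes ran the other way, with 12 of 17 lower and 1 higher (median 0.531, percentile 0). That list includes venous genes of Table S5, such as *lgmn* and *ctsla*, and was not recomputed without them. The paper names this cluster arterial from its known marker genes and states that the enriched pathways have been implicated in vascular development.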

**Figure 2:**
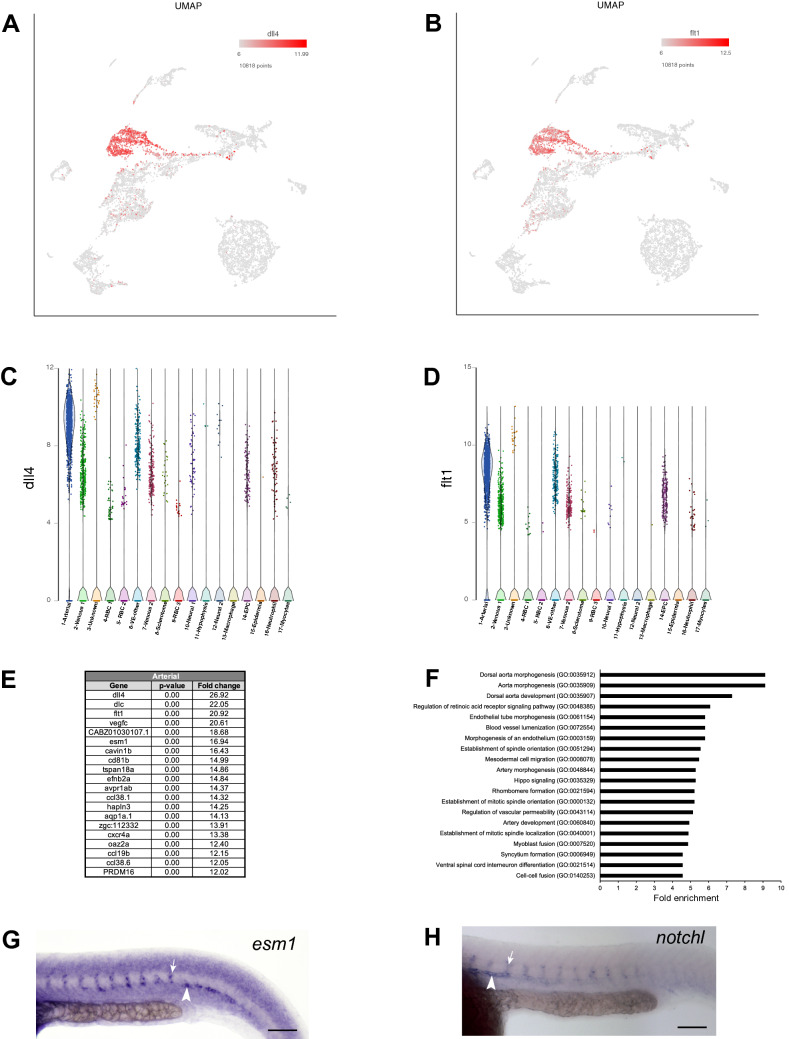
Arterial cluster #1. (**A**,**B**) UMAP feature plots showing expression of selected arterial top markers *dll4* and *flt1*. (**C**,**D**) Violin plots showing expression of *dll4* and *flt1* in different cell populations. (**E**) List of top 20 marker genes differentially expressed in arterial cluster. (**F**) List of top 20 pathways enriched in arterial cluster. (**G**,**H**) In situ hybridization analysis at 24 hpf for selected marker genes *esm1* and *notchl*. Note the expression of *esm1* and *notchl* in the dorsal aorta (arrowhead) as well as the intersegmental vessels (arrow). Scale bars: 100 μm.

### Identification of two subtypes of venous cells

Top marker genes for cluster #2 included *lyve1b* and *sele*, both known to be enriched in venous cells^31,32^ (Fig. 3A,C and Table S1). 

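All 8 genes that the paper names for this cluster were higher in the 1038 venous-1-like GFP+mCherry+ cells, with a median ratio of 3.73. The study picked these genes as markers of the cluster in these libraries, so their direction was set in advance. *lyve1b* (ENSDARG00000062483) was 7.16 times higher (6.87 to 7.46) than in the 4694 other GFP+mCherry+ cells. *sele*, an adhesion molecule for leukocytes, stood at 195 CPM in venous-1-like and 34.1 CPM in the other cells, a ratio of 5.74 (5.45 to 6.04). The class joined 2 clusters, and under 6 of the alternative clusterings only 1 cluster, of 533 to 573 cells, bore the name. In those cases 5 of the 8 genes were higher, as against other endothelial-like cells alone.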

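Receptors known from veins and from scavenger endothelium were raised less than *lyve1b* in venous-1-like cells. *flt4*, the receptor of VEGF-C, stood at 439 CPM in these cells, and its ratio to the other GFP+mCherry+ cells was 2.90 (2.82 to 2.98). The scavenger receptor genes *stab1* and *stab2* had ratios of 2.16 (2.07 to 2.26) and 1.96 (1.93 to 1.99), and *mrc1a*, a mannose receptor, one of 2.00 (1.94 to 2.05). *stab2* reached 1278 CPM in these cells, but its ratio turned to between 0.783 and 0.829 under alternative clusterings in which only 1 cluster was venous-1-like. *stab1* and *mrc1a*, with ratios down to 1.113 and 1.151, were not counted as higher in those clusterings either, and none of the 3 genes was against other endothelial-like cells alone.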

Many other known venous marker genes, such as *flt4*, *stab1*, *mrc1a* and *stab2,* were also enriched in cluster #2^33–36^ (Fig. 3E and Table S1). In addition to known venous markers, cluster #2 included many genes with unknown or previously uncharacterized expression pattern, such as *si:dkey-28n18.9* (Fig. 3B,D,E and Table S1). 

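*si:dkey-28n18.9* stood at 301 CPM in venous-1-like cells and 62.5 CPM in the other GFP+mCherry+ cells, a ratio of 4.81 (4.63 to 5.01), and *bcl6b*, a transcriptional repressor, at 208 and 45.6 CPM, a ratio of 4.56 (4.35 to 4.78). Outside the fixed lists and the clustering genes, the largest ratios belonged to *pcnx* (4.18, 3.71 to 4.70), *shisa2a* (3.87), *si:ch211-51a6.2* (3.70), *sema3fa*, a secreted guidance cue (3.58), and *slc29a1a*, a nucleoside transporter (3.50).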

We hypothesized that many of these uncharacterized genes would also be expressed in venous cells. We selected two previously uncharacterized genes, *bcl6b* and *si:dkey-28n18.9,* and analyzed their expression by ISH. Consistent with our hypothesis, we observed expression of *bcl6b* and *si:dkey-28n18.9* in the posterior cardinal vein (PCV) (Fig. 3G,H). Top GO biological processes included endothelial tube morphogenesis, blood vessel lumenization and morphogenesis of an endothelium as well as PI3 signaling and lymphangiogenesis (Fig. 3F and Table S3). 

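Of 5 measured lymphatic genes, 2 were higher and 1 lower in venous-1-like cells (median ratio 1.05, percentile 65.1). The higher pair were *prox1b* (2.49, 2.29 to 2.70) and *prox1a* (2.07, 1.77 to 2.43), homeobox genes of lymphatic fate, while *svep1* (0.494, 0.203 to 1.04) rested on 8 UMIs in these cells.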

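Genes of insulin, IGF and PI3 kinase signaling showed no common direction in venous-1-like cells, with 3 of 17 higher and 2 lower (median ratio 0.986, percentile 35.8 among matched random lists). *pik3ca* and *pik3cb*, catalytic subunits of PI3 kinase, were higher, at 2.01 (1.69 to 2.38) and 1.60 (1.46 to 1.75), as was *akt3a* (1.59, 1.13 to 2.22), whereas *irs2b* (0.131) and *igf1ra* were lower. Of 12 integrin genes, 1 was higher, the collagen receptor chain *itga1* (2.10, 1.94 to 2.26), and 2 were lower, *itga3b* and *itgb3b*, with a median ratio of 1.06, while against other endothelial-like cells alone none of 10 was higher and 1 was lower (median 0.920).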

Highly represented pathways included PI3 kinase, Insulin/IGF, Integrin and Ras signaling pathways (Table S4). PI3 kinase pathway has been previously implicated in arterial-venous specification^30^, while Insulin/IGF pathway has established roles in angiogenesis^37^. Other top pathways such as Integrin signalling have been shown to play a crucial role in vasculogenesis^28^, while Ras signaling pathway has also been implicated to regulate arterial-venous specification in zebrafish^38^. In addition, VEGF, FGF and Notch signaling pathways, which have established roles in vascular development and arteriovenous differentiation, were also among top pathways identified by the gene list in cluster #2^39,40^ (Table S4).

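Notch genes were mostly lower in venous-1-like cells, with 9 of 17 members lower and 1 higher (median ratio 0.604). Without the 5 that the paper names for a class, 5 of 12 were lower and 1 higher (median 0.7996, percentile 0.16). *dlc* (0.211, 0.193 to 0.231) and *hey2* (0.291, 0.269 to 0.315) were among the lower ones. VEGF receptors and ligands split, with *flt4*, *kdr* and *plcg1* higher and *vegfc* (0.120), *vegfaa* (0.163), *flt1* (0.170) and *vegfab* lower among 9 measured (median 0.840), while against other endothelial-like cells alone 1 of 8 was higher and 4 were lower (median 0.669). Of 13 cell cycle genes, 5 were higher and none was lower (median 1.11, percentile 69.7), and against other endothelial-like cells 7 were higher (median 1.53, percentile 100). Among them were *cdk1* (2.27, 2.18 to 2.37), *top2a* (2.23, 2.16 to 2.31), *plk1* (2.18) and *aurkb* (1.80).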

**Figure 3:**
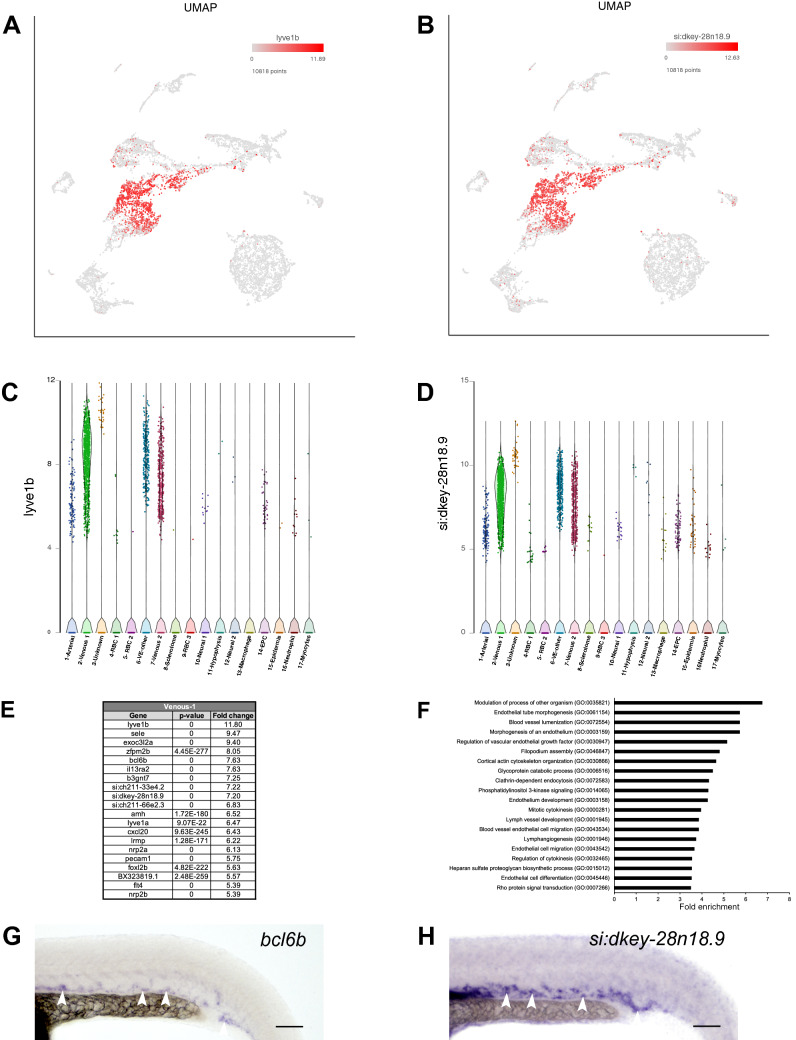
Venous-1 cluster #2. (**A**,**B**) UMAP feature plots showing expression of selected top markers for cluster #2, *lyve1b* and *si:dkey-28n18.9*. (**C**,**D**) Violin plots showing expression of *lyve1b* and *si:dkey-28n18.9* in different cell populations. (**E**) List of top 20 marker genes differentially expressed in Venous-1 cluster. (**F**) List of top 20 pathways enriched in Venous-1 cluster. (**G**,**H**) In situ hybridization analysis at 24 hpf for previously uncharacterized genes *bcl6b* and *si:dkey-28n18.9*. Note the expression of *bcl6b* and *si:dkey-28n18.9* in the posterior cardinal vein (arrowheads). Scale bars: 100 μm.

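The venous-2-like cluster held 874 GFP+mCherry+ cells. All 7 genes that the paper names for this cluster were higher there than in the 4858 other GFP+mCherry+ cells, with a median ratio of 6.17, for genes that the study had picked on these libraries. All 8 genes named for the arterial cluster were lower, with a median ratio of 0.269.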

Interestingly, we also identified a second cluster, cluster #7, which showed enriched expression of known venous marker genes. 

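*glula* (ENSDARG00000099776) stood at 1046 CPM in venous-2-like cells and 169 CPM in the other GFP+mCherry+ cells, a ratio of 6.17 (6.03 to 6.32). Its product makes glutamine from glutamate and ammonia.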

Top marker genes for cluster #7 included *glula*, known to be enriched in venous cells^41^ (Fig. 4A,C,E and Table S1). Other known venous markers, including *mrc1a*, *stab2* and *dab2,* were also enriched in cluster #7^35,36,42^ (Fig. 4E and Table S1). In addition to the known venous markers, top marker genes from this cluster also included many previously uncharacterized/unknown genes, such as *cx30.3* and *otc* (Fig. 4B,D,E and Table S1). 

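*stab2* and *mrc1a* were 3.98 (3.92 to 4.04) and 3.94 (3.83 to 4.05) times higher in venous-2-like cells than in the other GFP+mCherry+ cells, and *dab2*, an adaptor of clathrin-mediated endocytosis, 3.84 times higher (3.78 to 3.91). *stab2* reached 2064 CPM and *dab2* 1740 CPM in these cells.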

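*otc*, which encodes a urea cycle enzyme, stood at 81.1 CPM in venous-2-like cells and 8.07 CPM in the other GFP+mCherry+ cells, a ratio of 10.1 (9.11 to 11.1). *cx30.3*, a connexin gene, stood at 143 and 15.0 CPM, a ratio of 9.54 (8.87 to 10.3). Outside the fixed lists and the clustering genes, the largest ratios were those of *bpnt1*, a nucleotide phosphatase (6.39), *rargb*, a retinoic acid receptor (6.34), *pltp*, a phospholipid transfer protein (6.15), *hoxa11a*, a homeobox gene of posterior identity (5.74), and *fabp6*, a bile acid binding protein (5.57).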

We performed ISH to confirm if these genes were expressed in venous cells in zebrafish. Indeed, both *cx30.3* and *otc* demonstrated expression in the PCV and the caudal vein (Fig. 4G,H). *cx30.3* expression was enriched in the caudal vein, and only weak expression in the PCV was apparent. In addition, *cx30.3* showed strong expression in the cranial and trunk neural crest cells, while *otc* showed strong expression in the lens. 

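Lysosome genes were shifted upward as a group in venous-2-like cells, with 13 of 17 higher and 1 lower (median ratio 2.49, percentile 100 among matched random lists). *gba*, which degrades glucosylceramide, was 5.48 times higher (4.21 to 7.14) and the protease gene *ctsla* 3.49 times (3.44 to 3.55), with *ctsla* at 1562 CPM. The lysosome list includes venous genes of Table S5, *ctsla* among them, and was not recomputed without them, so its shift here is not independent of those genes. Autophagy genes moved the same way, with 7 of 12 higher and none lower (median 1.65, percentile 99.95), among them *sqstm1*, a cargo receptor (2.93, 2.69 to 3.19), and *gabarapb* (2.51, 2.44 to 2.58). Cell cycle genes were lower in 11 of 13 cases and higher in none (median 0.418, percentile 0), with *ccnb1* at 0.0571, *cdk1* at 0.0735 and *mki67* at 0.0908 times the level of the other cells.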

Highly represented GO biological processes for cluster #7 included terms such as apical protein localization, endothelial tube morphogenesis, blood vessel lumenization, and morphogenesis of an endothelium (Fig. 4F and Table S3). Enriched pathways included Insulin/IGF, Hypoxia-induced factor (HIF), PI3 kinase, and Hedgehog signaling pathways (Table S4), which have been all implicated in several steps of vascular development, including angiogenesis^37,43^, arteriovenous specification^30^, and establishing vascular integrity^44^.

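Of 17 genes of insulin, IGF and PI3 kinase signaling, 2 were higher and 4 lower in venous-2-like cells (median ratio 1.05, percentile 72.0). The higher pair were *foxo3b* (2.28, 2.05 to 2.54) and *pdpk1a* (2.20, 1.51 to 3.18), and *igf1ra* (0.327) and *irs2b* (0.387) were lower. Of 10 genes of the hypoxia response, *vhl*, part of the complex that degrades HIF in normal oxygen, was higher (1.80, 1.60 to 2.01) and *epas1b*, a HIF subunit, was lower (0.594, 0.454 to 0.766), with a median of 1.11. Of 11 Hedgehog genes, 1 was higher and 6 were lower (median 0.471, percentile 0.39), among them *hhip* (0.0652), *gli2b* (0.246), *boc* (0.326) and *gli1* (0.336). The compared cells included 626 neural-like and 158 sclerotome-like cells. A comparison with other endothelial-like cells alone is not given for this list, so the count does not describe a difference within the endothelium.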

**Figure 4:**
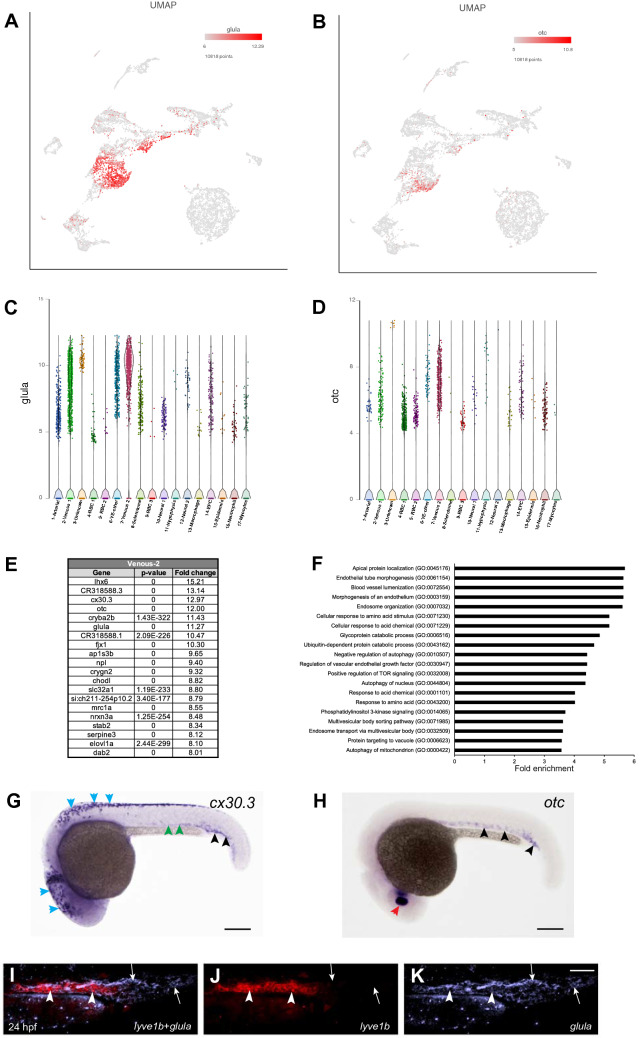
Venous-2 cluster #7. (**A**,**B**) UMAP feature plots showing expression of selected top markers for cluster #7, *glula* and *otc*. (**C**,**D**) Violin plots showing expression of *glula* and *otc* in different cell populations. (**E**) List of top 20 marker genes differentially expressed in Venous-2 cluster. (**F**) List of top 20 pathways enriched in Venous-2 cluster. (**G**) In situ hybridization analysis at 24 hpf for a previously uncharacterized marker gene *cx30.3*. Note the expression of *cx30.3* in the caudal vein (black arrowheads) and weak expression in the PCV (green arrowheads). *cx30.3* is also expressed in melanocytes (blue arrowheads). (**H**) In situ hybridization analysis at 24 hpf for a marker gene *otc*. Note the expression of *otc* in the CV, PCV (black arrowheads) and the lens (red arrowhead). Scale bars: 200 μm. (**I**–**K**) Two color fluorescent ISH analysis for the expression of *lyve1b* and *glula* at the 24 hpf stage. Note that many cells in the CV are positive for *glula* and not *lyve1b* (arrows), while cells with strong *lyve1b* expression in the PCV have only weak *glula* expression (arrowheads). Trunk and tail region is shown, anterior is to the left. *PCV* posterior cardinal vein, *CV* caudal vein. Scale bar in (**K**), 50 μm for (**I**–**K**).

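Compared directly, venous-2-like cells were higher than venous-1-like cells for all 7 genes named for the second venous cluster, and venous-1-like cells were higher for *lyve1b*, *sele*, *bcl6b* and *si:dkey-28n18.9*. The ratio of venous-2-like to venous-1-like CPM was 6.54 for *otc* (5.71 to 7.51), 5.46 for *cx30.3* (4.97 to 6.02), 2.43 for *glula* (2.36 to 2.49) and 0.339 for *lyve1b* (0.322 to 0.357). Autophagy genes were higher in 9 of 11 cases (median 1.89, percentile 99.97), lysosome genes in 8 of 16 (median 1.54, percentile 100), and cell cycle genes were lower in 7 of 13 (median 0.432, percentile 0). The lysosome list again held its venous genes of Table S5. *stab1* (1.08) and *flt4* (0.779) differed little between the classes. After each cell was thinned to 1000 UMIs, cells with a UMI of both *lyve1b* and *glula* made up 7.03% of venous-1-like cells (73 cells, 68.2 expected if detection were independent) and 8.47% of venous-2-like cells (74 cells, 53.9 expected). No cell was left out by thinning in these 2 classes, the unthinned shares were 57.7% and 49.1% at median depths of 18646 and 17924 UMIs, and the share in red blood cell-like cells was 0.571% unthinned at a median of 43757 UMIs.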

We next asked if there was a significant biological difference between the two separate venous clusters and if they represented two distinct subsets of venous cells. To examine this, we performed fluorescent in situ hybridization for selected top markers of the two venous clusters, *lyve1b* (cluster #2) and *glula* (cluster #7), using *Tg(kdrl:GFP)* embryos at 24 hpf stage. There was a significant overlap between *lyve1b* and *glula* expression within the PCV in the trunk region. Intriguingly, the caudal vein (CV) displayed *glula* expression, while *lyve1b* expression was nearly absent (Fig. 4I–K). In contrast, a subset of endothelial cells within the PCV displayed strong *lyve1b* expression and showed very little *glula* expression (Fig. 4I–K), suggesting heterogeneity in the venous cell population. These results suggest that cluster #7 is enriched in the caudal vein cells. *tfec,* a previously characterized marker for caudal endothelial cells^45^, was preferentially enriched in the cluster #7 (Table S1), supporting its annotation as the caudal vein.

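*tfec*, a transcription factor gene of the caudal vein, stood at 170 CPM in venous-2-like cells, 64.2 CPM in venous-1-like cells and 25.8 CPM in all GFP+mCherry+ cells outside the venous-2-like class. The ratio of venous-2-like to venous-1-like cells was 2.66 (2.49 to 2.84). From the expression of *lyve1b* and *glula* in embryos and from *tfec*, the paper proposes that the second venous cluster is enriched in cells of the caudal vein.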

We have previously reported transcriptomic profiles of arterial and venous endothelial cells identified by scRNA-seq analaysis of zebrafish trunks at 30 hpf^46^. A substantial overlap was observed between 24 and 30 hpf datasets in both arterial and venous marker expression (Table S5). 

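Of the 40 arterial genes that Table S5 lists for 30 hpf, 38 were among the features. In arterial-like cells at 24 hpf, 13 of the 38 were higher than in other endothelial-like cells and none was lower, with a median ratio of 1.23 that lay above all 10000 matched random lists. The count of higher genes was 23 with the GFP+mCherry+ library clustered alone and 33 on the scale of mean log2(CPM + 1). That scale depends on how often a gene is detected in a cell. The compared VE-other-like cells had a median of 2611 UMIs, against 15958 in arterial-like cells, so the 33 is not a count at equal depth. The largest ratios were those of CABZ01030107.1 (12.2), *hlx1* (8.64), a homeobox gene, *ndnf* (7.35, 7.09 to 7.63), *esm1* (7.09) and *aqp1a.1* (6.87). At the other end stood *h3f3d* (0.872) and *stmn1a* (0.80), genes of a histone and of a microtubule regulator. All 13 higher genes were among the 17 for which the paper lists a 24 hpf value.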

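Of the 40 venous genes that Table S5 lists for 30 hpf, 39 were among the features, and 36 of them were higher in venous-1-like or venous-2-like cells than in the endothelial-like cells outside both classes. As many as 27 were higher in both classes, 1 in venous-1-like cells alone and 8 in venous-2-like cells alone. Leaving out the 6 genes that served to name clusters, 30 of 33 were higher in either class and 21 in both. The median ratio was 1.94 in venous-1-like and 2.54 in venous-2-like cells (both at percentile 100), and 30 of the 39 genes had the larger ratio in venous-2-like cells. Apart from the naming genes *nr2f2*, *il13ra2*, *npl* and *mafba*, the largest ratios were 9.95 for *glula* and 5.75 for *pxk* in venous-2-like cells, and 7.08 for *lyve1b* and 4.76 for *si:dkey-28n18.9* in venous-1-like cells. The 3 genes that were higher in neither class were *cd81a*, *ppdpfb* and *hsp90ab1*.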

While there was only a single venous specific cluster identified at 30 hpf, its top marker genes were shared between 24 hpf Venous-1 and Venous-2 clusters, reflecting a substantial overlap between the two venous clusters and suggesting that many arterial and venous markers identified at 24 hpf continue their specific expression through later stages.

### Identification of vascular endothelial cluster co-expressing both arterial and venous markers

Top marker genes for cluster #6 included *cldn5b*, known to be enriched in arterial vascular endothelial cells^47^ (Fig. 5A,C). In addition, known venous markers *dab2* and *lyve1b* as well as pan-endothelial marker *kdrl* were also enriched in cluster #6^31,33^ (Fig. 5B,D,E and Table S1). 

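*cldn5b* (ENSDARG00000014059), a tight junction gene of arterial endothelium, stood at 739 CPM in the 1282 VE-other-like GFP+mCherry+ cells and at 803 CPM in the 4450 other cells of that library, a ratio of 0.920 (0.892 to 0.949). By class, its level was 1907 CPM in arterial-like, 818 in venous-2-like and 579 in venous-1-like cells. Of the 8 genes the paper names for this cluster, 4 were higher by this measure (median ratio 1.52), none when compared with other endothelial-like cells alone, and all 8 when compared with the cells of both libraries. These genes, too, were chosen by the study on these libraries.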

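*dab2* stood at 774 CPM in VE-other-like cells, above its 271 CPM in arterial-like cells and below the 1062 CPM of venous-1-like and the 1740 CPM of venous-2-like cells. Against all other GFP+mCherry+ cells, its ratio was 1.14 (1.11 to 1.18), that of *lyve1b* 1.64 (1.54 to 1.74) and that of *kdrl* 1.31 (1.28 to 1.33). Other arterial and venous genes had intermediate levels as well. *dll4* was 0.171 times its arterial-like and 2.79 times its venous-1-like level, and *stab2* was 3.34 times its arterial-like and 0.658 times its venous-1-like level. After each cell was thinned to 1000 UMIs, 16.6% (14.3 to 19.1%) of 960 VE-other-like cells held a UMI of both *cldn5b* and *dab2*, against 14.2% (12.3 to 16.3%) of arterial-like, 22.0% (19.5 to 24.6%) of venous-1-like and 40.2% (36.9 to 43.5%) of venous-2-like cells. None of the 175 red blood cell-like GFP+mCherry+ cells did. Thinning left out 322 VE-other-like cells and none of the other classes. Unthinned, the shares were 43.7% in VE-other-like cells (median 2611 UMIs), 73.6% in arterial-like, 92.1% in venous-1-like, 98.05% in venous-2-like and 8.57% in red blood cell-like cells (median 43757 UMIs).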

Other top markers for cluster #6 included *rab11bb, cox4i2, fank1,* and *krt18* (*krt18* had the lowest p value). Expression of these markers either has not been previously characterized or they are known to be expressed in many different cell types, including the vascular endothelium (Table S1). 

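*cox4i2*, a subunit of cytochrome c oxidase, was 1.95 times higher (1.64 to 2.31) in VE-other-like cells than in the other GFP+mCherry+ cells, *rab11bb*, a GTPase of recycling endosomes, 1.75 times (1.69 to 1.82), *fank1* 1.65 times (1.19 to 2.24, 46 UMIs) and *krt18*, a keratin, 1.40 times (1.37 to 1.43). Genes outside the fixed lists and the clustering genes with the largest ratios were NC_002333.4, a feature named after the mitochondrial genome (1.903), the myosin light chain genes *myl9a* (1.75) and *myl6* (1.67), *cryl1* (1.74) and *si:dkey-30c15.10* (1.71). Genes that respond to dissociation were lower in 11 of 11 cases (median ratio 0.339, percentile 0), among them the immediate early genes *fosab* (0.241) and *egr1* (0.218). Of 17 Notch genes, 12 were lower and none was higher (median 0.571, percentile 0), with *her9* (0.194) and *her6* (0.215) the furthest from 1. The fall was not particular to Notch. Without the genes that the paper names for a class, 9 of 12 Notch, 10 of 21 TGF-beta and BMP and 7 of 12 Wnt genes were lower. None of these was higher (medians 0.496, 0.677 and 0.644, percentiles 0, 2.87 and 3.28). A cell of this class held a median of 2611 UMIs, so levels of rare genes rest on few UMIs, and on the scale of mean log2(CPM + 1) per cell the ratios of *cox4i2*, *rab11bb*, *fank1* and *lyve1b* all lay below 1.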

To identify which cells in a zebrafish embryo co-express arterial and venous markers, we performed fluorescent in situ for the arterial marker *cldn5b* and the venous marker *dab2* in *Tg(kdrl:GFP)* embryos. Intriguingly, *cldn5b* and *dab2* showed co-expression within a subset of cranial vasculature including venous primordial hindbrain channels (PHBCs) and mid cerebral vein (MCeV) at 24 and 30 hpf (Fig. 6A–F). In contrast, consistent with previous studies, expression of *cldn5b* and *dab2* was restricted to the DA and PCV, respectively, in the trunk vasculature and did not overlap^48^ (Fig. 6G–I). Other cluster #6 markers *cox4i2* and *krt18* also showed expression in PHBCs and MCeV (Fig. 6J,K). These results suggest that cluster #6 corresponds to a subset of cranial vasculature, which shows a distinct molecular identity from other types of vascular endothelial cells.

**Figure 5:**
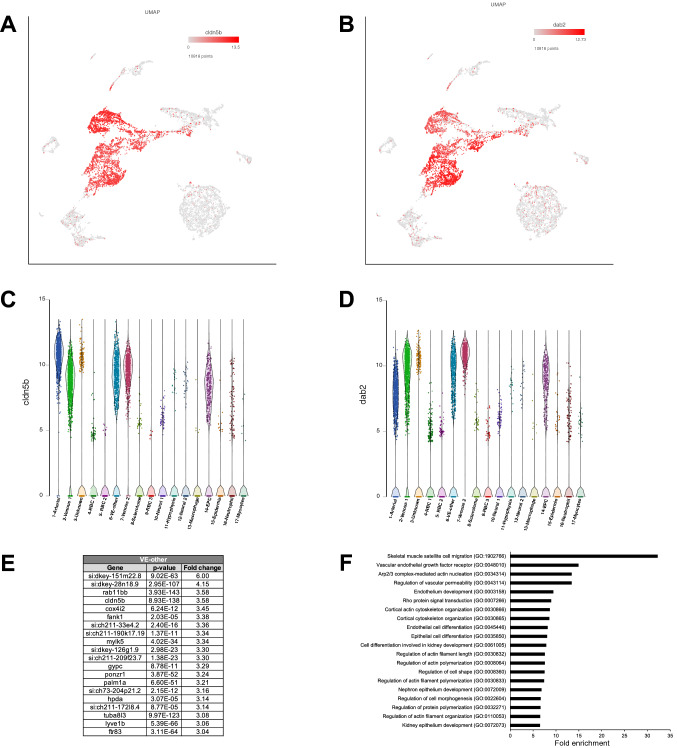
Vascular endothelial (VE)-other cluster #6. (**A**,**B**) UMAP feature plots showing expression of selected markers for cluster #6, *cldn5b* and *dab2*. (**C**,**D**) Violin plots showing expression of *cldn5b* and *dab2* in different cell populations. (**E**) List of top 20 genes differentially expressed in Vascular endothelial (VE)-other cluster. (**F**) List of top 20 pathways enriched in Vascular endothelial (VE)-other cluster.

**Figure 6:**
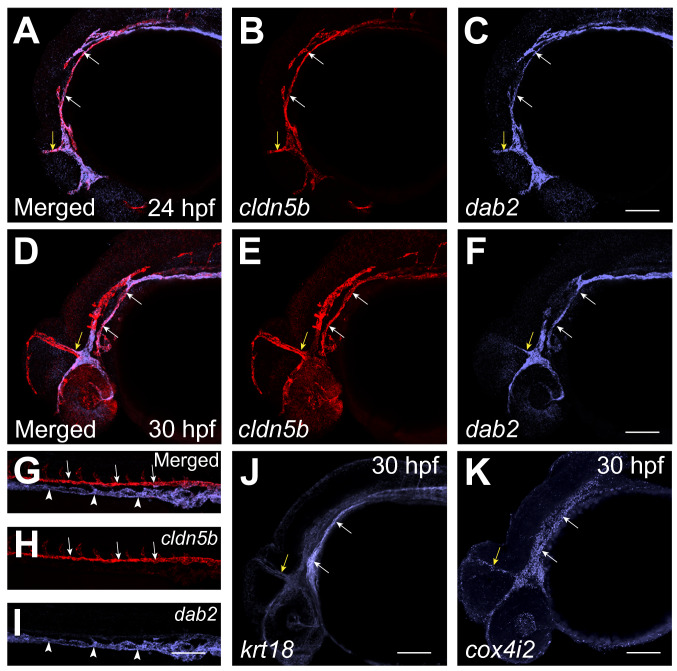
Vascular endothelial (VE)-other cluster #6 corresponds to cells in cranial vasculature. (**A**–**F**) Two color fluorescent ISH analysis for the expression of *cldn5b* and *dab2* at the 24 hpf and 30 hpf stages. Note that *cldn5b* and *dab2* are co-expressed in the PHBC (white arrows) and MCeV (yellow arrows) at the 24 hpf and 30 hpf stages. (**G**–**I**) Two color fluorescent ISH analysis for the expression of arterial *cldn5b* and venous *dab2* in the trunk region of 24 hpf embryos. Note that *cldn5b* and *dab2* have distinct non-overlapping expression in the DA (arrows) and PCV (arrowheads) respectively. (**J**,**K**) Fluorescent ISH analysis for the expression of *krt18* and *cox4i2* in the head region of 30 hpf embryos. Both markers are expressed in the PHBC (white arrows) and MCeV (yellow arrows). *PHBC* primordial hindbrain channels, *MCeV* mid cerebral vein, *DA* dorsal aorta, *PCV* posterior cardinal vein. Scale bars: 100 μm.

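Of 9 measured VEGF receptors and ligands, none was higher in VE-other-like cells than in the other GFP+mCherry+ cells and 3 were lower, the ligands *vegfab* (0.184, 0.0220 to 0.675), *vegfaa* (0.362, 0.132 to 0.80) and *vegfc* (0.644, 0.567 to 0.729), with a median of 0.820 (percentile 33.3 among matched random lists). Of 8 measured against other endothelial-like cells alone, 4 were lower (median 0.663, percentile 3.94).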

Highly represented GO biological processes for cluster #6 included vascular endothelial growth factor receptor, Arp2/3 complex-mediated actin nucleation, regulation of vascular permeability and endothelium development (Fig. 5F and Table S3). Enriched pathways included histamine H2 receptor signaling pathway, implicated in vasodilation in brain capillaries^49^, cytoskeletal regulation by Rho GTPase, implicated in vascular integrity and tubulogenesis^50,51^, and angiotensin II-stimulated signaling through G proteins and beta-arrestin, known to regulate vasoconstriction and blood pressure^52^ (Table S4).

### Identification of endothelial progenitor cells (EPC)

Top marker genes for cluster #14 included *npas4l* and *lmo2*, known to be enriched in endothelial progenitor cells^33,53^ (Fig. 7A,C and Table S1). 

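In the sclerotome-like cluster that best matched the paper's EPC list, *npas4l* (ENSDARG00000116511), a transcription factor upstream of *etv2* that starts the endothelial and blood program, stood at 81.7 CPM in 411 GFP+mCherry- cells and at 5.72 CPM in 91 GFP+mCherry+ cells, against 2.91 CPM in endothelial-like GFP+mCherry+ cells. In the GFP+mCherry+ library its ratio to all other cells was 2.55 (1.25 to 4.66, 11 UMIs). *lmo2*, a transcription cofactor of early blood and endothelium, stood at 3105 CPM in the GFP+mCherry- cells of the cluster, at 590 CPM in its GFP+mCherry+ cells and at 558 CPM in endothelial-like cells. Of the 4 EPC genes, 1 was higher in the GFP+mCherry+ library and 1 lower, while all 4 were higher in the GFP+mCherry- library (median ratio 16.4). The cluster was taken because it had the most genes of the EPC list, so that these counts are not independent evidence. An EPC-like class appeared instead in 4 alternatives. All 4 genes were higher there with 2000 variable genes (597 cells, 351 of them GFP+mCherry+), on natural log counts (621 cells, 372 GFP+mCherry+) and with the GFP+mCherry+ library alone (168 cells), and 3 of 4 with at least 25 clusters (184 cells).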

Other known EPC markers, including *tal1/scl* and *etv2*, were also enriched in cluster #14^15,54^ (Fig. 7B,D,E and Table S1). 

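*tal1*, a partner of *lmo2* in early blood and endothelium, stood at 1131 CPM in the GFP+mCherry- cells of this cluster, 12.5 times (12.0 to 12.9) its level in endothelial-like cells, and was 1.42 times higher (1.26 to 1.60) in its GFP+mCherry+ cells than in the rest of that library. *etv2* stood at 947 CPM in the GFP+mCherry- cells, at 145 CPM in the GFP+mCherry+ cells and at 497 CPM in endothelial-like cells, so that its ratio in the GFP+mCherry+ library was 0.397 (0.351 to 0.446), while in the GFP+mCherry- library it was 26.1. In the 4 alternative clusterings with an EPC-like class, the ratio of *etv2* in the GFP+mCherry+ library was 1.81 to 2.08. The pan-endothelial marker *cdh5*, an adhesion molecule of endothelial junctions, stood at 364 and 284 CPM in the GFP+mCherry- and GFP+mCherry+ cells of the cluster, and at 2147 CPM in endothelial-like cells. Outside the fixed lists and the clustering genes, the largest ratios among the 91 GFP+mCherry+ cells were those of *csf1a*, a macrophage growth factor (91.7), *gulp1a*, an engulfment adaptor (34.01), *snai1b*, a transcription factor of mesenchymal transition (28.0), *vasnb* (24.5) and *fam198a* (23.1). The paper names its cluster from these 4 known EPC markers.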

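The EPC-matching cluster is sclerotome-like, with all 12 genes of the sclerotome list counted as its markers. The gene lists were not computed for the EPC-like classes of the alternative clusterings. Their values describe this cluster and may not hold for the paper's EPC cells. Of 13 Wnt genes, 8 were higher and none was lower in its 91 GFP+mCherry+ cells (median ratio 2.04, percentile 100), in which *etv2* was lower (0.397). *wnt11r* (6.61, 5.63 to 7.73), *wnt5b* (5.50, 4.33 to 6.91) and *ror2* (3.32, 2.39 to 4.49), ligands and a receptor of noncanonical Wnt signaling, were among them, as was *axin2*, a target of canonical Wnt signaling (3.71, 3.13 to 4.37). Hedgehog genes were higher in 8 of 11 cases and lower in none (median 2.17).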

Highly represented GO biological processes included actin filament-based transport, endothelial cell migration, vasculogenesis, non-canonical Wnt signaling pathway, endothelial cell differentiation, and artery development (Fig. 7F and Table S3). 

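Of 5 measured lymphatic genes, *ccbe1*, a secreted factor needed for VEGF-C activity, was higher in the 91 GFP+mCherry+ cells of the sclerotome-like, EPC-matching cluster (2.58, 1.31 to 4.60, 12 UMIs), and *prox1a* (0.271), *prox1b* (0.322) and *sox18* (0.422) were lower, with a median ratio of 0.422 (percentile 6.59).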

Interestingly, GO biological processes pertaining to lymph vessel development were also enriched. 

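In the 91 GFP+mCherry+ cells of the EPC-matching cluster, 11 of 24 TGF-beta and BMP genes were higher and 5 lower (median ratio 1.50, percentile 100). All 12 genes of the sclerotome list marked this cluster, and of the 4 EPC genes 1 was higher in these cells. The lists below, too, were not computed for an EPC-like class and may not hold for the paper's EPC cells. *smad9* (8.90, 6.92 to 11.3), a transducer of BMP signals, and the ligand genes *tgfb3* (7.06) and *bmp4* (7.05) were the highest, and *tgfbr2b* was lower (0.258). *pdgfrl*, a receptor-like gene (61.7, 46.2 to 82.8), and *pdgfrb*, a receptor of mural and mesenchymal cells (28.3, 20.6 to 38.6), were higher, and the ligand genes *pdgfaa* (no UMI), *pdgfab*, *pdgfba* (0.0740) and *pdgfbb* were lower, so that the list's median was 0.4998 (percentile 5.54). Of 12 integrin genes, 3 were higher and 5 lower (median 0.857), with *itgb3b* at 10.5 (5.11 to 20.0) and *itga6a* at 0.145.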

Enriched pathways included PDGF, integrin, TGF-beta and Wnt signaling pathways (Table S4). PDGF signaling pathway has been shown to induce proliferation, migration, and angiogenesis of EPCs^55^. Similarly, Integrin signaling has been shown to be a major regulator of EPC mobilization, homing, invasion and differentiation^56^. TGF-beta and Wnt signaling pathways have been implicated in differentiation and specification of EPCs^57,58^.

**Figure 7:**
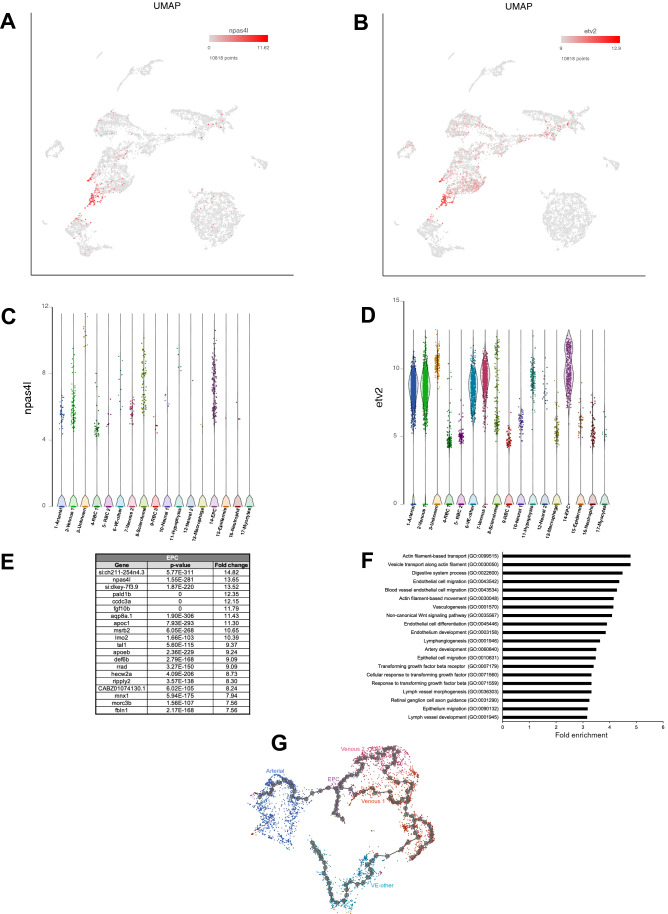
Endothelial progenitor cell (EPC) cluster. (**A**,**B**) UMAP plots showing expression of selected EPC top markers *npas4l* and *etv2*. (**C**,**D**) Violin plots showing expression of selected arterial marker genes *npas4l* and *etv2* in different cell populations. (**E**) List of top 20 genes differentially expressed in the EPC cluster. (**F**) List of top 20 pathways enriched in the EPC cluster. (**G**) Developmental trajectory plot of vascular endothelial cells generated using Monocle 3.

To identify developmental relationship between all 5 vascular endothelial clusters, we performed developmental trajectory analysis using Monocle 3^59^ (Fig. 7G). The trajectory analysis suggested that EPC cells transition into 3 distinct branches: an arterial and 2 venous. 

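Links between nearest neighbours were counted in place of a trajectory, since Monocle 3 was not run here. They say which classes hold similar cells and carry no direction. Neighbours were sought only among the endothelial-like and EPC-matching GFP+mCherry+ cells, so links to cells of any other class could not be found. Among the 20 nearest neighbours of each of these cells, links between the EPC-matching cluster and venous-2-like cells reached 0.239 of the number expected from class sizes. The same cluster reached 0.0487 with venous-1-like, 0.0183 with VE-other-like and 0.0174 with arterial-like cells. Over the alternatives the value with venous-2-like cells ranged from 0.05475 with at least 500 genes and 1000 counts to 0.3965 with at least 25 clusters, and it was above those with the other endothelial-like classes in each of them. Those other values moved widely as well. They ranged from 0.00442 to 0.234 with venous-1-like, from 0.0106 to 0.0887 with VE-other-like and from 0 to 0.156 with arterial-like cells. The EPC-matching cells here were 91, and most of their links (44.0 times the expected number) were among themselves.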

The two venous branches merged again, perhaps reflecting a significant overlap between the two cell populations. 

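Links between venous-1-like and venous-2-like cells reached 0.165 of the number expected, more than for any other pair of endothelial-like classes in this clustering. The value ranged from 0.0290 with at least 500 genes and 1000 counts to 0.207 with 40 neighbours. Another pair was higher with at least 500 genes and 1000 counts, 2000 variable genes, 50 principal components, or at least 12 or 25 clusters. Within classes, links reached 4.02 times the expected number in venous-1-like and 4.89 times in venous-2-like cells. The paper proposes that its merging venous branches reflect an overlap of these populations.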

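Venous-1-like and VE-other-like cells shared 0.0689 of the links expected from their numbers, with 0.0569 at 10 neighbours, 0.1045 with 2000 variable genes, 0.110 with at least 25 clusters and 0.127 on natural log counts.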

Venous-1 population transitioned into VE-other, which, as our results suggest, corresponds to a subset of cranial vasculature. 

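VE-other-like and arterial-like cells shared 0.0935 of the expected links, VE-other-like and venous-2-like cells 0.0610 (0.0976 with 2000 variable genes and 0.113 on natural log counts), and VE-other-like cells among themselves 3.26 times the expected number.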

Some VE-other cells were positioned in the vicinity of arterial population, reflecting mixed arteriovenous identity of VE-other cluster.

### Identification of the endocardial cell cluster

While unsupervised clustering identified 5 different endothelial clusters, some other known endothelial cell subtypes, including endocardial cells, lymphatic progenitors, hemogenic endothelium, tip and stalk cells, were not identified using this approach. 

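Of 6 measured tip cell genes, 3 were higher and 1 lower in arterial-like cells, but *esm1* and *dll4*, 2 of the higher ones, were chosen by the paper as arterial markers on these libraries. Without these and *flt4*, 1 of 3 was higher and none was lower in arterial-like cells (median ratio 1.13, percentile 81.2), and 1 was higher and 2 were lower in venous-1-like cells (median 0.666). Of these 3, compared with other endothelial-like cells alone, 2 were higher and 1 lower in arterial-like cells (median 1.71, percentile 98.5), and none was higher and 1 lower in venous-1-like cells (median 0.873). *apln*, a peptide of sprouting tips, was 5.24 times higher (4.59 to 5.99) in arterial-like cells. Of 5 measured genes of hemogenic endothelium, *gata2b* and *gfi1aa* were higher and *myb* and *runx1* lower in arterial-like cells (median 1.25), 4 of 5 were lower in venous-1-like cells (median 0.106, percentile 0.03) and 4 of 5 in venous-2-like cells (median 0.215). The cells compared with included the neutrophil-like class, where *myb* stood at 427 CPM and *runx1* at 16.3 CPM, against 2.23 and 0.334 CPM in endothelial-like cells. Against other endothelial-like cells alone, 2 of 4 measured genes were higher and none was lower in arterial-like cells (median 2.91, percentile 99.85), while 3 of 4 were lower in venous-1-like (median 0.373) and 2 of 4 in venous-2-like cells (median 0.684). Of 5 measured lymphatic genes, 4 were lower in arterial-like cells (median 0.413) and 4 were higher in venous-2-like cells (median 1.902, percentile 99.4), where *ccbe1* was 4.47 times higher and *sox18*, a transcription factor of early lymphatic fate, 1.902 times.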

In an attempt to define additional vascular endothelial cell types, we performed subclustering using vascular endothelial cells only. However, such approach did not identify any additional meaningful clusters beyond what we have already demonstrated. Therefore, we focused on the endocardial cells and attempted to identify their transcriptional profile using the targeted clustering approach based on expression of known marker genes. Endocardial cells are known to share a large transcriptional similarity with other vascular endothelial cells^33,60–63^, but they also have their unique identity known by expression of marker genes such as *nfatc1* and *gata5*^64,65^. Recent studies have described endocardial transcriptome at 15 and 20-somite stages in zebrafish embryos^48,66^. However, endocardial transcriptome at 24 hpf stage has not been previously reported. Therefore, to identify the transcriptomic signature of endocardial cells, we subclustered endothelial cells based on the expression of *nfatc1* and *gata5* (Fig. 8A–C). This resulted in the identification of a single subcluster comprised of 21 cells. 

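Cells with at least 1 UMI of both *gata5* and *nfatc1*, transcription factors of the heart lineage and of the endocardium, numbered 21, all in the GFP+mCherry+ library and all in endothelial-like classes. Among the 5732 kept cells of that library, 99 held *gata5* and 157 held *nfatc1*, for which independent detection gives 2.71 cells with both. Of the 6142 kept GFP+mCherry- cells, 89 held *gata5* and 50 held *nfatc1* and none held both, where independent detection gives 0.7245. A limit of 3 cells, used here in place of an exact interval, amounts to 0.0488% of cells with a UMI of both genes. It sets no limit on cells in which either transcript was missed. The 21 cells had a median of 15141 UMIs and 308495 UMIs in all, so that 1 UMI amounts to 3.24 CPM.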

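*has2*, which makes the hyaluronan of the cardiac jelly, stood at 178 CPM in the 21 *gata5*+ *nfatc1*+ cells and 0.671 CPM in the 4381 other endothelial-like GFP+mCherry+ cells, a ratio of 266 (175 to 407). *fn1a*, a fibronectin, stood at 311 against 36.4 CPM, a ratio of 8.54 (6.89 to 10.5). All 12 genes the paper names for these cells, apart from the selecting pair, were higher, with a median ratio of 13.8, for genes that the study had chosen on these cells. In 4 of the 21 cells UMIs of heart muscle genes were found, 123 in all and 114 of them in 1 cell, and all 12 genes were still higher without these 4 cells.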

Top marker genes for this subpopulation, besides *gata5*, included *has2* and *fn1a*, all known to have endocardial specific expression^64,65,67–69^ (Fig. 8D and Table S6). Known zebrafish endocardial markers *klf2a* and *notch1b* were also enriched in this cluster^70,71^ (Table S6). 

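*notch1b*, a Notch receptor of the endocardium and of arteries, stood at 282 CPM in these cells and 94.5 CPM in the other endothelial-like cells, a ratio of 2.98 (2.39 to 3.69). *klf2a*, a transcription factor induced by blood flow, stood at 123 against 24.2 CPM, a ratio of 5.09 (3.59 to 7.02). Of 17 Notch genes, 8 were higher and 2 lower (median ratio 1.41), many of them on few UMIs, and without the 5 that the paper names for a class, 6 of 12 were higher and 1 lower (median 1.53, percentile 99.82). Of the 21 cells, 14 were arterial-like. The higher genes *hey1*, *nrarpa*, *jag2b* and *nrarpb* were also higher in arterial-like than in other endothelial-like cells. The Notch shift therefore cannot be told apart from the arterial-like share of these cells.

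**Figure D3:**
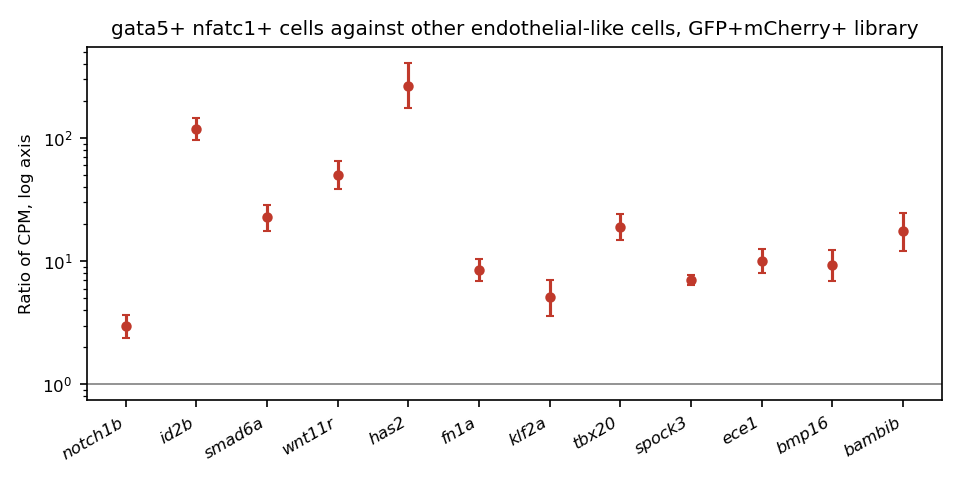
Ratio of CPM in the 21 *gata5*+ *nfatc1*+ cells to that in the other endothelial-like cells of the GFP+mCherry+ library, on a log axis, for the 12 genes named by the paper, with exact 95% intervals as bars. Every interval lies above 2, from *notch1b* at 2.98 to *has2* at 266.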

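Ratios of genes known from the heart ranged widely in the *gata5*+ *nfatc1*+ cells. *id2b*, an inhibitor of helix-loop-helix factors and a target of BMP, was 118 times higher (95.6 to 146) than in the other endothelial-like cells, *smad6a*, a BMP inhibitor, 22.7 times (17.7 to 28.6), *tbx20*, a T-box factor of the heart, 19.0 times (14.8 to 24.0), *ece1*, which activates endothelin, 10.1 times (8.01 to 12.5) and *spock3*, a secreted proteoglycan, 7.03 times (6.37 to 7.75). Of 23 genes of TGF-beta and BMP signaling, 12 were higher and 4 lower (median ratio 2.54), and without *smad6a*, *id2b* and *bambib*, which the paper names for these cells, 9 of 20 were higher and 4 lower (median 1.44, percentile 99.96), with *smad6b* at 22.1 (15.7 to 30.5). The higher genes *smad6b* and *id1* are in Table S7, which the study chose on these cells, so this recount is not independent of that choice. Genes that respond to dissociation were also higher in these cells, in 8 of 10 cases (median 2.63, percentile 100). That list includes *jun*, another gene of Table S7.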

Heart-specific expression has been reported for many other genes in this cluster including *id2b, tbx20, spock3, ece1* and *smad6a*, although it was not investigated whether this expression was endocardial or myocardial^72–75^. We previously reported the transcriptome of an endocardial cluster identified during scRNA-seq analysis of *etv2*^*ci32Gt*^*; UAS:GFP* embryos at the 20-somite stage (19 hpf)^48^. There was a significant overlap of marker genes, such as *fn1a*, *gata5*, *id2b, wnt11r*, *bmp16* and *bambib* between the two endocardial clusters (Table S7). 

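Of the 50 genes of Table S7, 48 could be compared besides *gata5* and *nfatc1*, and all 48 were higher in the *gata5*+ *nfatc1*+ cells, with a median ratio of 13.8, a lowest ratio of 3.42 and every interval above 1.5. The list was chosen by the study on these cells, so its direction is not independent evidence. Of the 50, Table S7 marks 12 as shared with the 20-somite endocardial cells, and the 11 of these that were compared had a median ratio of 9.32. *wnt11r*, a Wnt ligand of the heart, was 50.6 times higher (38.7 to 65.3), *bambib*, a decoy receptor for TGF-beta and BMP, 17.5 times (12.1 to 24.6) and *bmp16* 9.32 times (6.92 to 12.3).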

A recent study reported the zebrafish endocardial transcriptome at the 15-somite stage^66^. There was an extensive overlap between our endocardial dataset and the one reported by Capon et al. (Table S7), further validating endocardial identity of the *nfatc1* + *gata5* + cell cluster. 

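Table S7 marks 30 of its 50 genes as shared with the 15-somite endocardial set. The 28 of these that were compared had a median ratio of 18.2 in the *gata5*+ *nfatc1*+ cells, against 11.1 for the genes not shared with it. The largest ratios of the table were those of *f8*, a coagulation factor (347, 240 to 506), *has2*, and the cardiac GATA factors *gata4* (228, 138 to 380) and *gata6* (87.5, 61.5 to 123), along with *id2b*. The smallest were those of *itga9* (3.73, 2.92 to 4.70) and *nid1b*, a basement membrane gene (3.42, 2.97 to 3.92). From the overlap with the earlier set, the paper reasons that the *gata5*+ *nfatc1*+ cells are endocardial.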

As an additional confirmation, we analyzed expression of 3 selected markers *wnt11r*, *bmp16* and *bambib,* endocardial expression of which has not been previously reported. In situ hybridization confirmed the expression of *wnt11r*, *bambib* and *bmp16* in the heart at 24 hpf (Fig. 8E–G). To gain further insights into the signature of the endocardial cells relative to endothelial cells, we used Monocle 3 to analyze the position of endocardial cells in the trajectory plot. 

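By class, 14 of the 21 *gata5*+ *nfatc1*+ cells, or 66.7% (43.0 to 85.4%), were arterial-like. Arterial-like cells also made up 58.1% of their 20 nearest neighbours each.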

Majority of the endocardial *gata5* + *nfatc1* + cells clustered within or next to the arterial cluster. However, a few endocardial cells were also present within the venous cluster (Figure S2), suggesting a unique signature and heterogeneity between endocardial cells at 24 hpf. 

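Venous-1-like cells accounted for 4 of the *gata5*+ *nfatc1*+ cells, VE-other-like cells for 2 and venous-2-like cells for 1. Of the nearest neighbours, 20.0% were venous-1-like, 11.9% VE-other-like and 9.52% venous-2-like. The paper proposes from these positions that endocardial cells are heterogeneous at 24 hpf.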

Altogether, we have identified the transcriptomic signature of zebrafish endocardial cells and validated new zebrafish endocardium markers.

**Figure 8:**
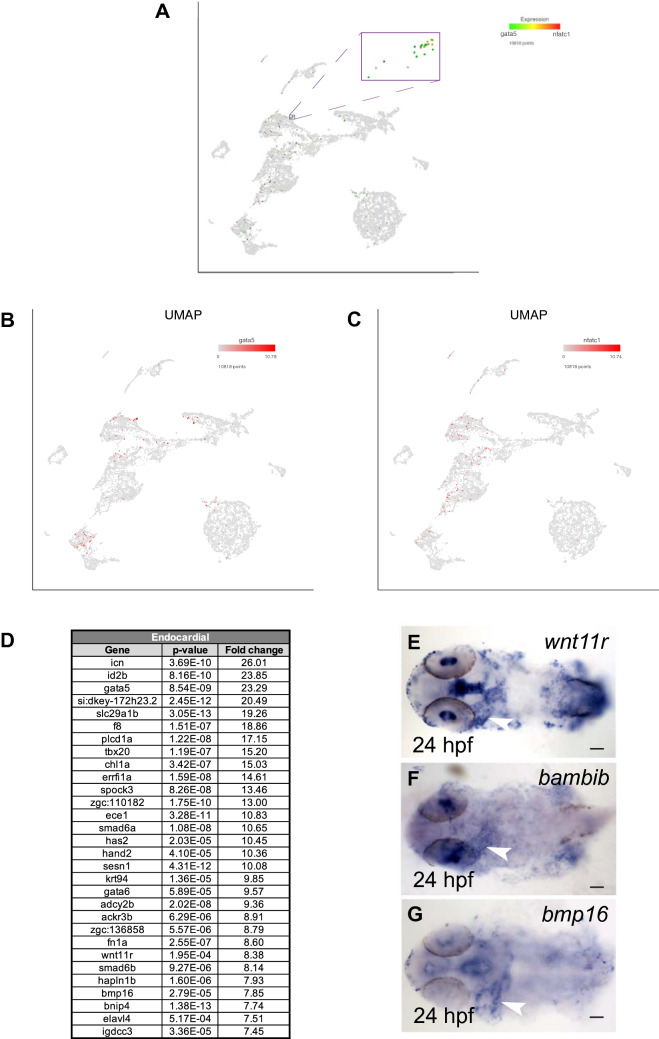
Endocardial subcluster. (**A**) Endocardial cells were identified based on the expression of markers genes *gata5* and *nfatc1* (log_2_ > 0). (**B**,**C**) UMAP feature plots showing expression of *gata5* and *nfatc1*. (**D**) List of top 30 genes differentially expressed in the endocardial subcluster. (**E**–**G**) In situ hybridization analysis at 24 hpf for selected endocardial enriched genes *wnt11r, bambib* and *bmp16*. Note the expression of *wnt11r, bambib* and *bmp16* within the heart tube (arrowhead). Ventral view of deyolked and flat-mounted embryos, anterior is to the left. Scale bars: 100 μm.

## Discussion

In this study we used scRNA-seq analysis to identify transcriptomic signatures of vascular endothelial cells in zebrafish embryos at 24 hpf, at the onset of blood circulation. Our profiling of 10,818 cells identified 6 different subtypes of vascular endothelial cells which included vascular progenitor, arterial, two different venous, endocardial, and cranial endothelial subtypes. Importantly, we have validated new markers for arterial, two different venous, and endocardial populations.

Intriguingly, two different venous populations were identified during scRNA-seq analysis. The PCV is known to harbor a heterogenous cell population including progenitors of lymphatic and subintestinal vasculature^76–78^. Many markers including *lyve1b* overlap between venous and lymphatic cells during development^79^ making it difficult to distinguish between the two lineages. *Prox1a* and *prox1b* are considered to be the definitive markers of lymphatic lineage^80–83^. Both markers were similarly enriched in the venous-1 (cluster #2, log_2_ values 2.85 and 3.96, respectively) and venous-2 (cluster #7, log_2_ values 2.97 and 3.46, respectively, Table S1) clusters. Therefore, it is unlikely that either of the clusters corresponds to lymphatic progenitors. 

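Levels of both genes were alike in the venous-like classes of the GFP+mCherry+ library. *prox1a* stood at 12.6 CPM in venous-1-like and 12.1 CPM in venous-2-like cells (ratio of the second to the first 0.965, 0.796 to 1.17), and *prox1b* at 50.0 and 53.6 CPM (1.07, 0.978 to 1.18). Of the other lymphatic genes, *ccbe1* was 2.97 times (2.09 to 4.28) and *sox18* 1.575 times (1.305 to 1.903) as high in venous-2-like as in venous-1-like cells. *svep1* had 8 and 1 UMIs in these classes and *vegfd* 1 UMI in each, too few to compare. The paper reasons from the similar enrichment of *prox1a* and *prox1b* that neither cluster is likely to correspond to lymphatic progenitors.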

Only a small number of cells were positive for either *prox1a* or *prox1b*, and they did not cluster together, preventing us from identifying lymphatic transcriptome at this developmental stage. 

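At least 1 UMI of *prox1a* or *prox1b* was found in 56.8% (53.8 to 59.9%) of venous-1-like, 56.1% (52.7 to 59.4%) of venous-2-like, 17.3% (15.2 to 19.6%) of arterial-like and 10.1% (8.54 to 11.9%) of VE-other-like GFP+mCherry+ cells, at median depths of 18646, 17924, 15958 and 2611 UMIs. In red blood cell-like cells of the same library, at a median of 43757 UMIs, the share was 6.86% (3.59 to 11.7%). After thinning to 1000 UMIs, *prox1b* was found in 5.11% of venous-1-like, 4.92% of venous-2-like, 1.24% of arterial-like and 0.571% of red blood cell-like cells, with no cell of these classes left out, and in 2.71% of VE-other-like cells, of which 322 of 1282 were left out. Cells with both genes, unthinned, numbered 84 in the venous-1-like class and 77 in the venous-2-like class, where independent detection gives 81.9 and 63.9.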

While subintestinal progenitors also originate from the PCV starting at 28 hpf^76–78^, it is unclear if these cells have a unique transcriptomic signature at these early stages. Our data suggest that the venous-2 population is enriched in markers for the caudal vein. The caudal vein is known to have a unique transcriptional profile^84,85^ and also serves as the niche for hematopoietic stem cells^86^. Therefore, transcriptional characterization of caudal vein endothelium will help to understand pathways involved in its development.

An identity of cluster #6 (VE-other) is the most nebulous. Many top marker genes for this cluster are poorly characterized. Marker genes with known endothelial specific expression pattern include pan-endothelial *kdrl*, arterial *cldn5b* and venous specific *lyve1b* and *dab2* (Table S1). Although the spatial and temporal origin of arteries and veins has been well established, the precise timing when arterial and venous-fated precursor cells differentiate into distinct arterial and venous vessels has been controversial^87–89^. We have previously shown co-expression of venous and arterial genes in many arterial progenitors at the 20-somite stage in the trunk region of zebrafish embryos. However, at later stages of development (24 hpf) the expression of venous and arterial markers becomes restricted to veins and arteries, respectively^48^, in the trunk vasculature. In contrast, we show here that arterial and venous genes are co-expressed in a subset of cranial vasculature including PHBC and MCeV at 24 hpf as well as 30 hpf. These results suggest mixed arteriovenous identity of cranial vasculature during embryonic development. Cells within cranial vasculature also show strong expression of other cluster #6 markers, such as *cox4i2* and *krt18*, further supporting the argument that cluster #6 corresponds to a subset of cranial vasculature. However, we cannot rule out the possibility that cells with similar gene expression signature are also located elsewhere in the embryo. It is also possible that such expression pattern may represent a transitory phase of differentiation during embryonic development.

Endocardial cells share many similarities with vascular endothelial cells. However, they are also known to harbor a unique transcriptomic signature as evident by the expression of *nfatc1*^64,90^. Differences in the transcriptomes between endocardial and other types of vascular endothelial cells have not been well characterized during embryonic development, and only a limited number of endocardial-specific markers are currently known in any vertebrate model system. We have previously reported a transcriptional signature of zebrafish endocardial progenitors identified during scRNA-seq analysis of *etv2* reporter embryos at the 20-somite stage (19 hpf)^48^. In addition, a recent study performed RNA-seq using an endocardial specific reporter line to describe the endocardial transcriptome at the 15-somite stage^66^. Here we performed subclustering based on the established markers *gata5* and *nfatc1* to define the endocardial transcriptome at 24 hpf. A significant overlap between the endocardial marker genes at 15-somite, 20-somite and 24 hpf stages was observed which confirms the endocardial identity of *gata5* + *nfatc1* + cells. Multiple genes in this subcluster have been previously reported to show heart-specific expression, although most studies did not distinguish between the endocardial and myocardial expression. We further validated and demonstrated cardiac expression for 3 previously uncharacterized genes from this subcluster. Identification of the endocardial signature will be a useful resource for many investigators involved in cardiovascular research.

In summary, we identified transcriptional signatures of vascular endothelial cells during zebrafish development and described six different subtypes of endothelial-related cells at 24 hpf, when blood circulation is first initiated. This is one of the first reported scRNA-seq datasets of vascular endothelial cells during zebrafish development. We expect that this will be a useful resource for many researchers in cardiovascular development and will promote investigation of molecular mechanisms involved in the establishment of vascular heterogeneity.

## Materials and methods

### Zebrafish lines and maintenance

All studies were performed following standard guidelines and protocols approved by the University of South Florida and Cincinnati Children’s Hospital Medical Center Institutional Animal Care and Use Committee. Embryos were raised at 28.5 °C in embryo medium and staged by hours post fertilization (hpf)^91^. Zebrafish lines used in the study are as follows: wild-type AB, wild-type EKK, *Tg(kdrl:GFP)*^*s843*^^92^, *Tg(kdrl:mCherry)*^14^ and *Tg(etv2*^*ci32Gt*^*; UAS:GFP*)^18^.

### Embryo dissociation and single-cell RNA-seq

*Tg(kdrl:mCherry)* fish were crossed to *etv2*^*ci32Gt*^*; UAS:GFP* line. Embryos double positive for both mCherry and GFP fluorescence were selected at 24 hpf. Embryos were dechorionated and immediately transferred to a 1.5 ml Eppendorf tube placed on ice for the generation of single-cell suspension. Whole embryos were then dissociated into a single-cell suspension by cold protease tissue dissociation protocol^93^. Cells expressing GFP only and both GFP and mCherry were sorted using a BD/FACSAria II flow cytometer cell sorter. A suspension of ~ 10,000 single cells was loaded onto the 10XGenomics Single Cell 3’ (V3 chemistry) chip at the CCHMC Gene Expression Core. 12 cDNA amplification cycles were used to generate cDNA. Samples were sequenced on an Illumina NovaSeq 6000 instrument (Illumina, San Diego, CA) running an S2 flow cell with parameters as follows: Read1, 28 cycles; Index Read1: 8 cycles; Read 2: 91 cycles at the CCHMC DNA Sequencing core. The raw Fastq files obtained from the sequencing core were then mapped to the *Danio rerio* genome (version zv11) to generate single-cell feature counts using Cell Ranger version 3.0.2. Counts were performed on fastq data from each of the populations individually. Filtered matrix files were then imported into Partek Flow analysis Suite. Cells were filtered on total read per cell (477–61,000), expressed genes per cell (96–5456) and mitochondrial counts (0–10%) which resulted in 10,818 cells. The gene count CPM (counts per million) values were normalized by adding 1.0 and calculating log_2_ values. GFP + and GFP + mCherry + samples were combined, and an unbiased graph-based clustering was performed. Finally, UMAP plots, violin plots, scatter plots, a dot plot, and a heatmap were obtained and exported from Partek. Endocardial cluster was identified based on the expression of marker genes *gata5* and *nfatc1* (log_2_ *gata5* and *nfatc1* > 0).

#### Gene ontology (GO) and pathway analysis

GO analysis was performed by applying gene list from respective clusters into GO site http://geneontology.org/ (GO Ontology database https://doi.org/10.5281/zenodo.6399963 Released 2022–03-22). To perform pathway analysis, PANTHER overrepresentation test (PANTHER version 17.0 Released 2022–02-22) was used. Statistical significance was calculated by Fisher’s exact test. A False discovery rate (FDR) corrected P-values less than 0.05 were considered statistically significant.

#### WISH and HCR

Whole mount in situ hybridization was performed as described before^94^.

To synthesize *bcl6b, cx30.3, esm1, otc* and *si:dkey-28n18.9* probes, partial cDNA was first amplified from the cDNA of 24 hpf embryos using reverse oligo containing T7 promoter sequence. Resulting PCR product was then used as a template for RNA synthesis. Following primers were used for amplification of partial cDNA (Table S8). Anti-sense RNA was synthesized using T7 RNA polymerase (Promega) and DIG-labeling mix (Sigma-Aldrich). To synthesize *bambib, bmp16, notchl* and *wnt11r* probes, partial cDNA sequence was amplified using gene specific primers (Table S8). cDNA for each gene was subcloned into PCRII-TOPO vector using TOPO T/A cloning (ThermoFisher). Plasmids were linearized and antisense RNA was synthesized using SP6 *(bmp16, wnt11r)* or T7 *(bambib, notchl)* RNA polymerase (Promega) and DIG-labeling mix (Sigma-Aldrich). WISH embryos were imaged with a Nikon Eclipse Ni-E or Zeiss Axio imager compound microscope. HCR v3.0 probes for *cldn5b*, *dab2*, *lyve1b*, *glula* and *krt18* were obtained from Molecular Technologies, Inc., Los Angeles, CA, USA. HCR in situ was performed as described previously^95^. Embryos were mounted in 0.6% low-melting agarose and imaged using Nikon Eclipse confocal microscope. At least 15 embryos processed for WISH and HCR were analyzed.

### Ethical approval

The study is reported in accordance with ARRIVE guidelines^96^.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

## Data Availability

The scRNA-seq datasets generated and/or analyzed during the current study are available in the NCBI GEO database under accession number GSE202912. All processed image datasets are included in this published article (and its Supplementary information files). Original image datasets generated during this study are available from the Lead contact upon reasonable request.

# Supplementary material for: Single-cell transcriptomic analysis of vascular endothelial cells in zebrafish embryos
**Source:** Sci Rep. 2022 Jul 29;12:13065. doi: 10.1038/s41598-022-17127-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary Data for Gurung et al.

Title of the manuscript: Single-cell transcriptomic analysis of vascular endothelial cells in zebrafish embryos

Authors: Suman Gurung, Nicole K. Restrepo, Brendan Chestnut, Laurita Klimkaite, and Saulius Sumanas

Figures S1 and S2.

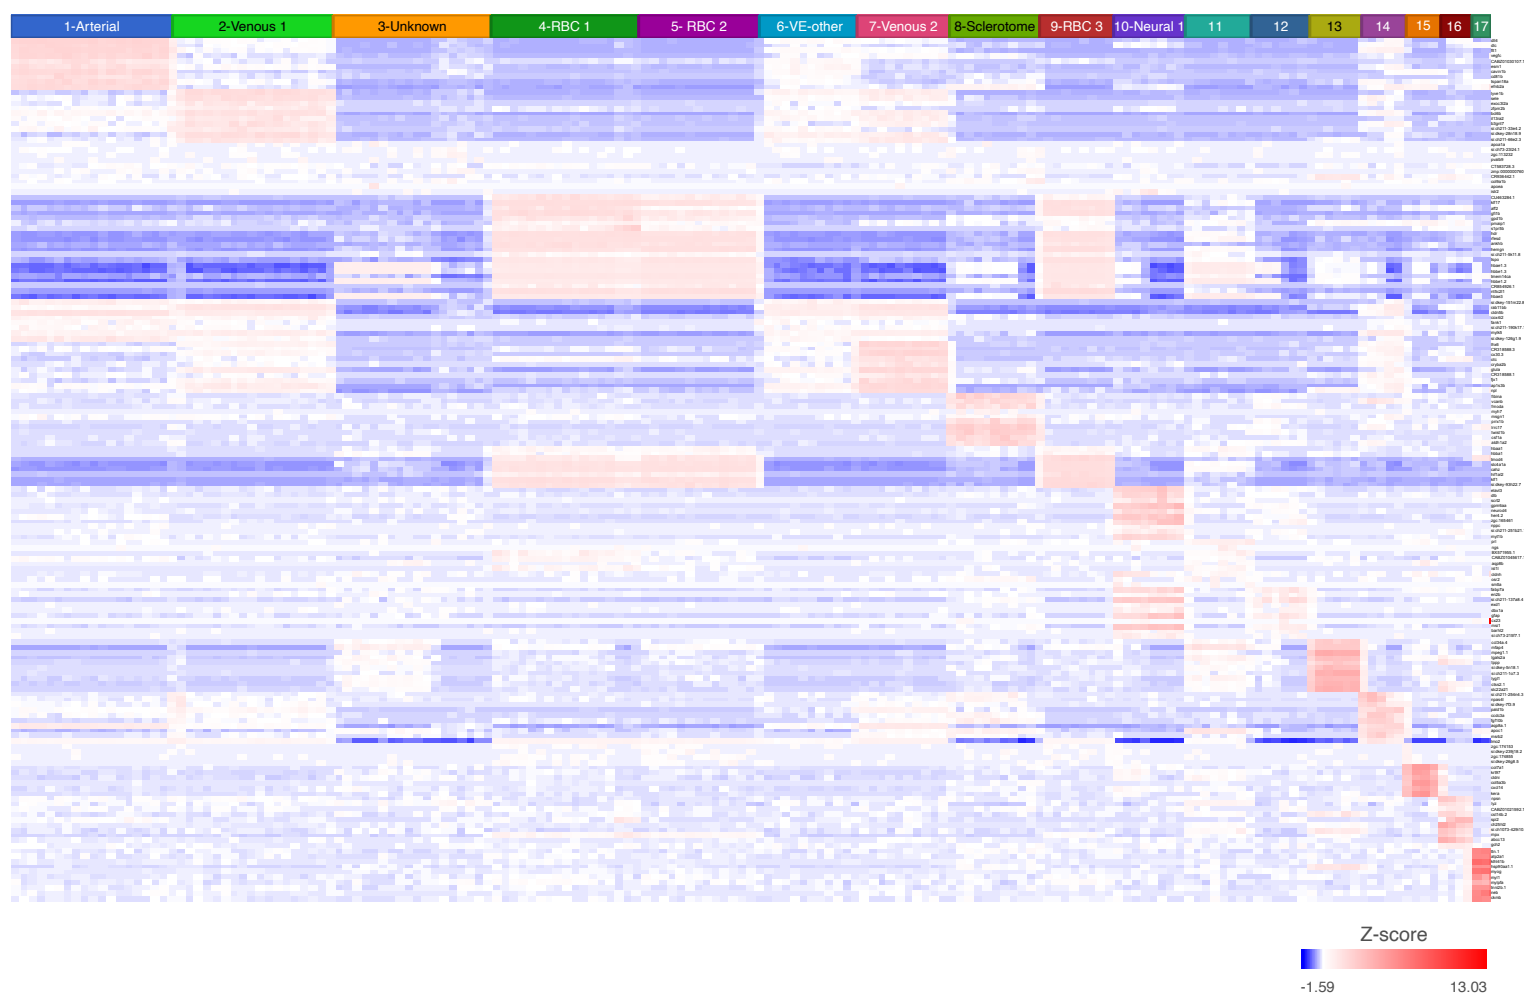

Figure S1. A heatmap showing expression of top marker genes in different clusters. The heatmap was generated using the top 10 marker genes for each clusters. This is an enlarged image from Fig. 1D.

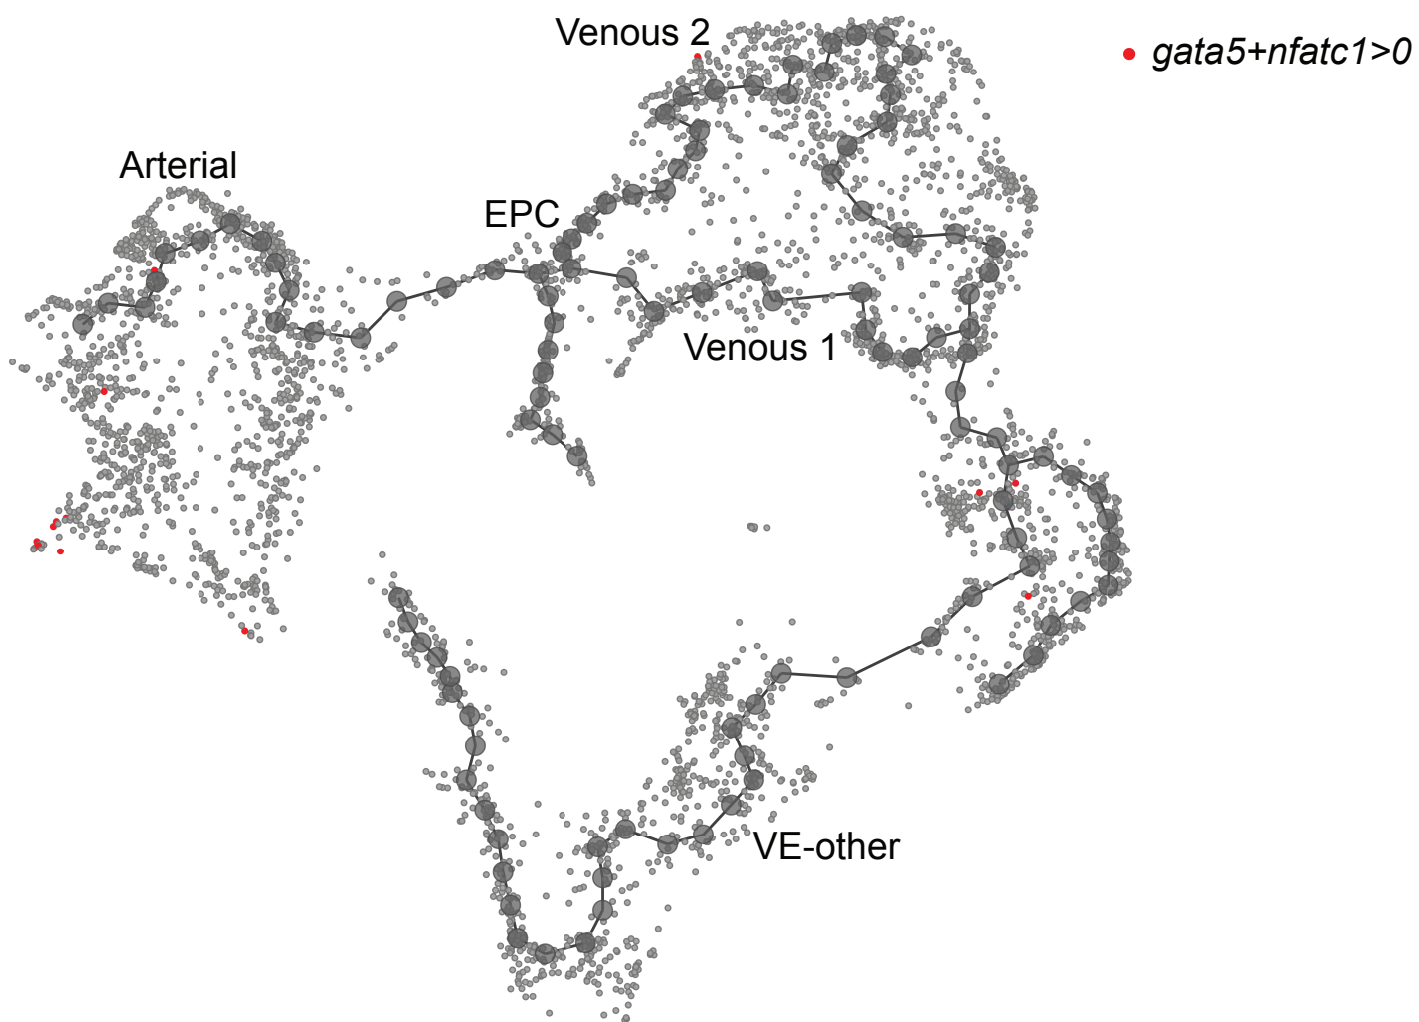

Figure S2. Location of endocardial cells (marked in red), identified based on *gata5* and *nfatc1* expression, within the developmental trajectory plot. Note that majority of the endocardial cells are present next to or within the arterial cluster.

How the deposited data were processed for this re-analysis (not part of the article)

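Cells of dissociated 24 hpf embryos carrying an *etv2* GAL4 and UAS eGFP reporter and kdrl:mCherry were sorted by the authors into GFP+mCherry+ and GFP+mCherry- populations, and 1 library was made of each with 10x Genomics 3' v3 chemistry. The authors counted UMIs with Cell Ranger 3.0.2 and deposited 1 filtered matrix per population, whose values are counts of UMIs per gene and barcode, whole numbers that are not normalized. The authors' cell filter, log2(CPM + 1) values, clusters and marker tests were made later in Partek Flow (version not given) and are not in the deposited matrices, so cells were filtered, clustered and named again. The annotation release and the treatment of introns and doublets are not stated.

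Cells with 477 to 61000 counts, 96 to 5456 genes and at most 10% of counts from 13 mitochondrial genes were kept, with the limits stated in the paper. This left 11874 of 13380 barcodes, more cells than the paper kept. The kept cells held 87997461 UMIs in the GFP+mCherry+ and 125455625 UMIs in the GFP+mCherry- library, with medians of 14528 and 17722 per cell. In the arterial-like class 1 UMI amounts to 0.0480 CPM and in the VE-other-like class to 0.169 CPM, which sets the lowest level that can be seen there. Both libraries were pooled and clustered on log2(CPM + 1) with 3000 variable genes found in at least 20 cells, 30 principal components, 20 neighbours and Leiden clustering (5 starts, seed 1), raising the resolution in steps of 0.05 until at least 17 clusters were found, at 0.55. Mitochondrial genes, eGFP, GAL4, *gata5*, *nfatc1* and the genes of the fixed reported lists and of Tables S5 and S7 were left out of the variable genes, while other genes that named clusters were not.

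Clusters were named after the marker list with the largest share of genes that had a ratio of at least 1.5 and a UMI in at least 5% of the cells, where that share was at least 0.5. Endothelial-like clusters took their subtype from the list with the largest share among the top 100 genes of the cluster. A cluster stayed unnamed with no marker of its name among its top 100 genes, with more markers of another list than of its own among its top 10, or where it was shallow and had none of its markers among its top 10. Part of these lists was taken from Table S1 and so from the same libraries. A first version of the clustering and naming gave names that its leading genes contradicted. It was replaced after its clusters had been seen, and its values are kept among the alternatives. Because no cluster was EPC-like, the cluster with the most genes of the EPC list stands in for it.

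Each library is the only one of its population, so no test was made between cells or libraries, and the paper's marker tests were not repeated. Levels are UMIs summed over the cells of a class and scaled to CPM. Ratios compare a class with all other kept cells of the GFP+mCherry+ library, the 30 hpf lists and *gata5*+ *nfatc1*+ cells with other endothelial-like cells. A gene without a UMI was set to 3 UMIs where a lower bound is given. Features that share a gene name were summed, as for *ptch1*. Shares of cells with 2 genes were taken after thinning each cell to 1000 UMIs, or to 5000 UMIs for *gata5* and *nfatc1*. Lists were compared with 10000 random lists of the same size, matched on mean expression in 50 bins, which describes these libraries and is not a test between samples. The lists were Notch, VEGF, Hedgehog, integrins, insulin with IGF and PI3 kinase, hypoxia, lysosome, autophagy, blood-brain barrier, PDGF, TGF-beta and BMP, Wnt, cell cycle, dissociation stress, lymphatic, hemogenic endothelium and tip cell genes, with cluster-naming genes left out, and were also taken, as an alternative chosen later, without the genes that the paper names for a class, since it chose these on the same libraries. Other genes of Tables S5 and S7 stayed in the lists. Results for some genes and for 1 further list are not reported.

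The samples, comparisons, lists, the rule for named genes and most alternatives were set before the data were examined, and the alternatives chosen later are named as such, while values in the paper's tables had been seen. The rule names every gene the paper names for a class, of Tables S5 and S7 the 5 largest and 2 smallest ratios among genes with at least 50 UMIs, of each list at most the 4 members furthest from 1 outside 0.67 to 1.5 with at least 50 UMIs, and per class the 5 largest ratios outside all lists and clustering genes among genes with at least 100 UMIs and a UMI in at least 20% of cells. Some genes with fewer UMIs, and list members beyond those 4, were named after their values were seen, as were the genes of the red blood cell, reporter, prox1 and finer-clustering results.

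Intervals and list percentiles were tested on simulated counts. Each gene's counts were drawn from Poisson distributions at its level in the GFP+mCherry+ library and the UMI totals of 2 random parts. Known genes were raised. The draws hold no variation between cells beyond counting error and no correlation between genes. The results therefore check the calculation, and not how intervals and percentiles behave on real cells. The 95% intervals held the true ratio for 95.6% of 10888 unchanged genes with at least 50 UMIs, and for 91.2% of 57, 91.4% of 58 and 96.8% of 62 genes raised 1.5, 2 and 4 times. Of 200 random lists, 2% reached a percentile of at least 97.5, and all 20 lists of genes raised 2 times did. Alternatives covered the cell filter, the clustering genes and their number, components, number of clusters, seed, normalization, doublets, library, comparison cells, scale, threshold, thinning and neighbours.

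GO and pathway enrichment, the trajectory and genome positions are not analysed here. Scrublet, run as implemented in scanpy, marked too few cells to be of use. The tools were python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, scikit-image 0.26.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.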

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

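The finer clustering below was set beforehand, but its use on these genes was chosen after the result was seen. Genes of hemogenic endothelium, a subtype that the paper did not identify, gave a signal in the neutrophil-like cells, of which 166 came from the GFP+mCherry+ library. *runx1* stood at 16.3 CPM there (80 UMIs), *gfi1aa* at 77.4 CPM, *myb* at 427 CPM and *gata2b* at 20.6 CPM, against 0.334, 5.96, 2.23 and 3.50 CPM in endothelial-like cells and 0.656, 13.0, 118 and 0 CPM in red blood cell-like cells of the same library. *lmo4a* was lower (48.1 against 305 CPM). In the 57 neutrophil-like GFP+mCherry- cells *runx1* and *myb* were about as high (ratios of the first to the second population 1.04 and 1.32). *gata2b* (9.62, 3.201 to 47.45) and *lmo4a* (16.9, 6.50 to 62.4) were lower there, on 3 and 4 UMIs, and *gfi1aa* had no UMI, a ratio of at least 36.2 with a floor of 3 UMIs (exact lower limit 29.3). *kdrl*, whose promoter drives the mCherry used for sorting, differed 105 times and eGFP 12.1 times between these populations.

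With at least 25 clusters, the cluster with the most *gfi1aa* was taken, so that its *gfi1aa* level was set by this choice. It was unnamed and held 123 GFP+mCherry+ cells, and 120 of its cells came from the neutrophil-like class. In its GFP+mCherry+ cells *gfi1aa* stood at 139 CPM, *runx1* at 23.71, *myb* at 507, *gata2b* at 32.5, spi2 at 758 and gfi1ab at 29.9 CPM, with *kdrl* at 619, *cdh5* at 446, *lyz* at 289 and *mpx* at 1.95 CPM. Relative to other endothelial-like cells, *kdrl* was at 0.359, *cdh5* at 0.207 and *etv2* at 0.0346 times their level. On the same basis *lyz* was at 6.61 and *mpx* at 1.08 times. No technical or biological explanation was tested for this signal.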

How the results depend on the processing

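Alternatives chosen after seeing the data were the first clustering version, leaving out the 5% of cells with the highest Scrublet scores, the mean CPM per cell of both libraries, VE-other-like cells of at least 5000 UMIs, *gata5*+ *nfatc1*+ cells without heart muscle UMIs, the links under other cell filters and clusterings, and the gene lists without the genes that the paper names for a class. No paired analysis was possible because each population has 1 library. The counts of higher genes stayed within 1.5 times their main value under all alternatives that gave one for arterial (8), venous-2 (7), 30 hpf venous (36) and endocardial genes (12), as did the 21 *gata5*+ *nfatc1*+ cells, and the red blood cell-like share stayed within its interval. Of 1245 alternative values, those of single genes stayed within their interval in 316 cases, moved in 418 and reversed in 17. The other results stayed in 307 cases and moved in 187, and none reversed. In what follows the cause was not tested.

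With no cell filter, the endothelial-like share was 95.55%, the eGFP ratio 16.3, the venous-1 count 5 and *stab2* in venous-1-like cells 0.829. With at least 500 genes and 1000 counts, the eGFP ratio was 16.0, the venous-1 count 5, *stab2* 0.783, the EPC count 0 and the links between venous-1-like and VE-other-like cells 0.0940. With 2000 variable genes, the macrophage-like share was 4.63%, the endothelial-like share 96.6%, the venous-1 count 5, *stab2* 0.8025, the EPC count 4 and *etv2* in the EPC-matching class 2.08. With natural log counts, the endothelial-like share was 96.3%, the venous-1 count 5, *stab2* 0.798, the EPC count 4 and *etv2* 2.03. The venous-1 count was also 5 with 50 principal components (*stab2* 0.797) and with at least 12 clusters (*stab2* 0.794). With at least 25 clusters, the endothelial-like share was 95.4%, the EPC count 3, *etv2* 1.81 and the links 0.110. With the GFP+mCherry+ library alone, the EPC count was 4, *etv2* 2.01 and the 30 hpf arterial count 23.

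Against other endothelial-like cells, the venous-1 count was 5, the VE-other count 0 and the EPC count 2. Against all other cells of both libraries, the VE-other count was 8, the EPC count 4 and *etv2* 4.41. On mean log2(CPM + 1), the VE-other count was 0, with *lyve1b* at 0.854, *rab11bb* at 0.678, *cox4i2* at 0.789 and *fank1* at 0.967, the EPC count 0 and the 30 hpf arterial count 33. At a ratio of at least 2, the VE-other count was 0. In the GFP+mCherry- library, the EPC count was 4 and *etv2* 26.1. On mean CPM per cell of both libraries, the VE-other count was 8, the EPC count 4 and *etv2* 3.66. The share of VE-other-like cells with *cldn5b* and *dab2* was 34.02% at 2000 UMIs, which left out 553 of 1282 cells, 43.7% without thinning, and 19.2% without the highest Scrublet scores. The links were 0.0569 with 10 and 0.0905 with 40 neighbours, 0.1045 with 2000 variable genes, 0.127 on natural log counts, 0.0939 with 50 principal components, 0.0808 with at least 12 clusters, 0.0835 with reported genes put back, 0.0788 with another seed, 0.0791 without Scrublet calls and 0.0775 in the first clustering version. They were below those between arterial-like and VE-other-like cells in the main clustering (0.0935) and above them with 2000 variable genes (0.0842), natural log counts (0.111) and reported genes put back (0.0733). No VE-other-like class, and so no value for it, was found with no cell filter or with the GFP+mCherry+ library alone, and no venous-1-like class with the latter. Among the endothelial-like classes the VE-other-like class was the shallowest, and 445 of its 1282 GFP+mCherry+ cells held at least 5000 UMIs.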

Differences from the paper's values

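The test that added a constant to the means was chosen after the values were seen. Folds of Tables S1 and S6 were compared with ratios of mean CPM per cell over both libraries, and 13 of 51 differed by more than 1.5 times, median own over paper's value 0.969. The paper's marker tests were not repeated. Only part of the tables was held, 1033 of 5732 lines of Table S1 and 1998 of 25612 lines of Table S6. No arterial, venous-1 or venous-2 fold differed (medians 0.902, 0.901 and 0.913).

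For *cldn5b* in VE-other, the paper's fold is 3.58 and the value here 2.06, and it differed under every alternative set before the data were examined that gave a value (no VE-other-like class was found with no cell filter or with the GFP+mCherry+ library alone). For EPC, the paper's fold of *lmo2* is 10.4 against 5.725 here, and that of *etv2* 6.47 against 3.66. Neither differed with 2000 variable genes (9.22 and 6.04) and with natural log counts (9.00 and 5.87), and *etv2* did not differ as a ratio of summed UMIs to all other cells of both libraries (4.41). Under the other alternative clusterings and cell filters both still differed. The paper's fold of *tal1* is 9.37 against 6.01. It did not differ with 2000 variable genes, natural log counts, at least 500 genes and 1000 counts, reported genes put back or 50 principal components, and still differed with no cell filter, at least 12 or 25 clusters, another seed or Scrublet calls left out. The paper's share of GFP+mCherry+ cells in EPC is about 51% in Fig. 1E, read by eye, against 18.1% here, and it did not differ with 2000 variable genes (58.8%) and natural log counts (59.9%), while the other alternatives set before the data were examined still differed, from 15.3% with 50 principal components to 84.2% with at least 25 clusters.

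For *gata5*+ *nfatc1*+ cells, the paper's folds and the values here are 10.45 and 56.4 for *has2*, 7.19 and 20.2 for *klf2a*, 23.85 and 115.5 for *id2b*, 15.2 and 61.1 for *tbx20*, 10.8 and 20.8 for *ece1*, 10.65 and 25.2 for *smad6a*, 8.38 and 17.0 for *wnt11r*, 7.85 and 22.3 for *bmp16*, and 5.745 and 17.3 for *bambib*. They still differed with no cell filter and with at least 500 genes and 1000 counts. As ratios of summed UMIs to other endothelial-like cells, *klf2a* (5.09), *tbx20* (19.0), *ece1* (10.1) and *bmp16* (9.32) did not differ from the paper's folds. With 28 CPM added to both means, a constant fitted on 1993 genes and chosen after seeing the values, 1 of 12 folds differed, and the root mean square difference on the log2 scale went from 1.08 to 0.213. The paper does not state such a constant for Table S6.

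The paper gives *prox1a* and *prox1b* folds in its Discussion as log2 values, and the same numbers stand in Table S1 as linear folds, the paper's 2.85 and 3.96 for venous-1 and 2.97 and 3.46 for venous-2. On the linear scale the values here are 2.78 and 4.197, and 2.67 and 4.36. The paper states that few cells hold either gene, while here 56.8% of venous-1-like, 56.1% of venous-2-like and 32.2% of all endothelial-like GFP+mCherry+ cells did, at median depths of 18646, 17924 and 14158 UMIs, against 6.86% of red blood cell-like cells at 43757 UMIs.

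The paper describes *cldn5b* as enriched in VE-other and *etv2* as enriched in EPC, in clusters of both libraries pooled. On that basis the values here have the same direction, 2.06 for *cldn5b* and 3.66 for *etv2*, and 8 of the 8 genes named for VE-other were higher. Within the GFP+mCherry+ library alone, *cldn5b* was at 0.920 and *etv2* at 0.397, with *etv2* at 1.81 to 2.08 in the 4 alternative clusterings that gave an EPC-like class, and at 26.1 within the GFP+mCherry- library. The paper reports Hedgehog signaling for venous-2 and Notch signaling for venous-1 from enrichment tests on clusters of both libraries, which were not repeated. On the fixed lists within the GFP+mCherry+ library, 1 of 11 Hedgehog genes was higher and 6 were lower in venous-2-like cells. The cells compared with were all others of that library, neural-like and sclerotome-like ones included. In venous-1-like cells 1 of 17 Notch genes was higher and 9 were lower. Without those that the paper names for a class, 1 of 12 was higher and 5 were lower (median 0.7996). Such counts of direction are another measure than enrichment among marker genes. The clusters were rebuilt and named anew, so classes may hold other cells than those of the paper, as the EPC share of 84.2% with at least 25 clusters shows.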

Other observations

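The tests for doublets of arterial and venous cells and for endothelial RNA in the EPC-matching cluster, and the finer clustering of EPC genes, were chosen after the results were seen. Genes of the blood-brain barrier differed between the endothelial-like classes. In venous-1-like cells 8 of 9 were higher and none was lower (median ratio 2.11, percentile 100), namely *lef1*, *abcb4*, *adgra2*, *plvapb*, *slc16a1a*, *reck*, *mfsd2ab* and *mfsd2aa*. Most of these act in Wnt signaling or transport at the barrier, whereas *plvapb* encodes a protein of fenestrae, which mark vessels without a barrier. In VE-other-like cells 1 of 9 was higher, *reck* (1.60), and 2 were lower, among them the lipid transporter *mfsd2ab* (0.573), with a median of 0.873 (percentile 74.7). In arterial-like cells 3 of 9 were higher and 1 lower (median 1.19), and in venous-2-like cells none was higher and 3 were lower (median 0.802). Against other endothelial-like cells alone, 4 of 8 were higher and 1 lower in venous-1-like (median 1.52, percentile 99.99), 2 higher and 2 lower in arterial-like (median 0.995), none higher and 5 lower in venous-2-like (median 0.6498) and none higher and 4 lower in VE-other-like cells (median 0.691). The list was not recomputed under other clusterings.

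All 4 EPC genes, *etv2*, *npas4l*, *lmo2* and *tal1*, were higher in venous-2-like cells than in the other GFP+mCherry+ cells (median ratio 2.24, percentile 99.9). With at least 25 clusters, an EPC-like cluster of 184 cells was found, 156 of them venous-1-like in the main clustering. In its 155 GFP+mCherry+ cells, *npas4l* was 3.30 times (2.21 to 4.82), *lmo2* 1.71 times, *tal1* 1.61 times and *etv2* 1.29 times as high as in other endothelial-like cells, with *cdh5* at 1.02 times.

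VE-other-like cells held both arterial and venous genes. Doublets of an arterial and a venous cell are argued against by depth, since the median of 2611 UMIs was 16.4% of the lowest median of the other endothelial-like classes (15958). Low depth that gathers unlike cells stays open, because in cells of at least 5000 UMIs the median ratio of 5 genes to arterial-like and venous-like cells was 1.32, with 2 of 5 intervals above 1.2, between the limits set for either outcome. A mixture of separate arterial and venous cells stays open as well. Cells with both *cldn5b* and *dab2* were 0.885 times the number expected after thinning to 1000 UMIs and 0.9504 times at 2000. Cells with both *dll4* and *flt4* were 0.7055 and 0.470 times it, on 15 and 13 cells. The endothelial-like cells of all classes pooled gave 0.899 and 0.943 for the first pair, so a mixture could hardly reach the limit set for it. For the second pair they gave 0.824 and 0.679. No biological explanation was tested.

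The EPC genes peaked in the GFP+mCherry- cells of a sclerotome-like cluster. RNA of endothelial cells in these cells is argued against as the cause, since the median of 12 pan-endothelial markers was 0.141 times its level in endothelial-like cells, while *npas4l* was 28.1 times and *tal1* 12.5 times as high. No biological explanation was tested, and the cluster's identity as progenitors or as another mesoderm was not tested.

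Cells with both *gata5* and *nfatc1* exceeded chance. After thinning 3485 endothelial-like cells to 5000 UMIs, which left out 917, 5 cells held both against 0.403 expected, a ratio of 12.4 (4.02 to 28.9), which argues against depth alone. Doublets with another cell stay open, since none of the 21 cells was marked by Scrublet, whose upper limit is 16.1% for so few cells and which did not work here. Heart muscle UMIs were found in 4 of these cells, with *tnnt2a* at 292 CPM over the 21 cells, and 114 of the 123 UMIs lay in 1 cell of 20786 UMIs. No biological explanation was tested.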
